# Characterizing the influence of various antimicrobials used for metaphylaxis against bovine respiratory disease on host transcriptome responses

**DOI:** 10.3389/fvets.2023.1272940

**Published:** 2023-10-05

**Authors:** Rebecca A. Bigelow, John T. Richeson, Molly McClurg, Robert Valeris-Chacin, Paul S. Morley, Jenna L. Funk, Matthew A. Scott

**Keywords:** bovine respiratory disease, metaphylaxis, antimicrobial, transcriptome, RNA-Seq, immune, cattle, T-cell

## Abstract

Currently, control against bovine respiratory disease (BRD) primarily consists of mass administration of an antimicrobial upon arrival to facility, termed “metaphylaxis.” The objective of this study was to determine the influence of six different antimicrobials used as metaphylaxis on the whole blood host transcriptome in healthy steers upon and following arrival to the feedlot. One hundred and five steers were stratified by arrival body weight (BW = 247 ± 28 kg) and randomly and equally allocated to one of seven treatments: negative control (NC), ceftiofur (CEFT), enrofloxacin (ENRO), florfenicol (FLOR), oxytetracycline (OXYT), tildipirosin (TILD), or tulathromycin (TULA). On day 0, whole blood samples and BW were collected prior to a one-time administration of the assigned antimicrobial. Blood samples were collected again on days 3, 7, 14, 21, and 56. A subset of cattle (*n* = 6) per treatment group were selected randomly for RNA sequencing across all time points. Isolated RNA was sequenced (NovaSeq 6,000; ~35 M paired-end reads/sample), where sequenced reads were processed with ARS-UCD1.3 reference-guided assembly (HISAT2/StringTie2). Differential expression analysis comparing treatment groups to NC was performed with glmmSeq (FDR ≤ 0.05) and edgeR (FDR ≤ 0.1). Functional enrichment was performed with KOBAS-i (FDR ≤ 0.05). When compared only to NC, unique differentially expressed genes (DEGs) found within both edgeR and glmmSeq were identified for CEFT (*n* = 526), ENRO (*n* = 340), FLOR (*n* = 56), OXYT (*n* = 111), TILD (*n* = 3,001), and TULA (*n* = 87). At day 3, CEFT, TILD, and OXYT shared multiple functional enrichment pathways related to T-cell receptor signaling and FcεRI-mediated NF-kappa beta (kB) activation. On day 7, Class I major histocompatibility complex (MHC)-mediated antigen presentation pathways were enriched in ENRO and CEFT groups, and CEFT and FLOR had DEGs that affected IL-17 signaling pathways. There were no shared pathways or Gene Ontology (GO) terms among treatments at day 14, but TULA had 19 pathways and eight GO terms enriched related to NF- κβ activation, and interleukin/interferon signaling. Pathways related to cytokine signaling were enriched by TILD on day 21. Our research demonstrates immunomodulation and potential secondary therapeutic mechanisms induced by antimicrobials commonly used for metaphylaxis, providing insight into the beneficial anti-inflammatory properties antimicrobials possess.

## 1. Introduction

Bovine respiratory disease (BRD) is a multifactorial disease complex that has been identified as the cause of approximately 75% of morbidity and over 50% of mortality in the feedlot industry (1, 2). The pathogenesis of BRD culminates from the interactions between stressors and environmental risk factors, viral and bacterial pathogens, and the host immunological response (3). Due to the structure of the beef cattle marketing system, calves are exposed to multiple stressors at once, which can result in host immunosuppression. A viral infection allows for pathogenic bacteria to induce a secondary infection, contributing to the development of BRD (4). Moreover, current BRD diagnosis in the field is subjective, based on visual assessment of clinical signs associated with BRD, and has previously been shown to have poor sensitivity (5, 6). As such, metaphylaxis, or the mass administration of injectable antimicrobials upon facility arrival, is an effective method of controlling BRD (7). With the rise of antimicrobial resistance (AMR), exploring mechanisms of how drugs influence host immunological responses is imperative to understanding how they remain efficacious (8). Examining the host whole blood transcriptome and differential gene expression provides insight to novel genomic mechanisms associated with immune response to antimicrobial administration.

RNA sequencing (RNA-Seq) produces quantitative and qualitative data regarding RNA in a biologic sample. It accomplishes this by combining high-throughput sequencing methodology with computational analysis to quantify transcripts in an RNA extraction (9). This technology can be used to identify transcribed genes within a cell or tissue, genomic activity at a particular time, and associated mechanisms being up- or downregulated over time. RNA-Seq has been used to examine development of BRD in multiple tissues against different pathogens, differences between sick versus healthy cattle, identification of potential biomarkers for BRD, and antimicrobial resistance genes among various bacteria (10–15). However, RNA-Seq has not been used to specifically investigate the impact of antimicrobial administration on the host immunological response through the whole blood transcriptome.

Therefore, the objective of this study was to evaluate the effect of six different antimicrobials used for metaphylaxis on the host whole blood transcriptome of healthy steers upon and following arrival to the feedlot. The findings of this study may provide a foundation for future research into secondary mechanisms identified as potential therapeutic opportunities for BRD.

## 2. Materials and methods

Animal procedures were approved by the West Texas A&M University (WTAMU) Institutional Animal Care and Use Committee before study initiation (IACUC protocol #2022.03.002). This research was conducted from May 2022 to July 2022 at the WTAMU Research Feedlot, near Canyon, TX. This study was carried out in accordance with Animal Research: Reporting of *In Vivo* Experiments (ARRIVE) guidelines (16).

### 2.1. Arrival processing

A total of 105 crossbred steers (243 ± 23.9 kg) were acquired from a local grow yard facility in the panhandle of Texas. Previous health history records indicated that all cattle received tildipirosin (Zuprevo, Merck Animal Health, Madison, NJ), a trenbolone acetate and estradiol implant (Revalor-G implant, Merck Animal Health, Madison, NJ), an antiparasitic drug (Dectomax, Zoetis, Parsippany-Troy Hills, NJ), an IBR/BRSV/PI_3_ vaccine (Nasalgen, Merck Animal Health, Madison, NJ), Synanthic oral dewormer (Boehringer Ingelheim, Ridgefield, CT), a Titanium 5 vaccine for IBR, BVD Types I and II, PI_3_, and BRSV (Elanco Animal Health, Greenfield, IN), and a Bovilis Vision vaccine (Merck Animal Health, Madison, NJ) at label dosing during the start of their backgrounding period, 45 days prior to arrival at the WTAMU Research Feedlot. Prior to animal arrival and every sample collection day, the squeeze chute scale used in this study was validated by placing 45.54 kg (50-lb certified steel weights) on each side of the chute at a time until a total of 454 kg was validated. Upon arrival (day −1), individual body weight (BW) was recorded. Additionally, cattle were given identification ear tags and were confirmed to be negative for persistent infection with bovine viral diarrhea virus (BVDV) *via* ear notch antigen capture ELISA (PI; Cattle Stats, Oklahoma City, OK). Steers were placed in a single 124.8 m^2^ pen together overnight with *ad libitum* access to water, a starter diet of 0.5% of their arrival BW, and coastal Bermuda grass hay at 0.5% arrival BW.

On day 0, individual BW were collected again and averaged with day −1 BW to determine initial BW. Whole blood samples were collected *via* jugular venipuncture into PAXgene Blood RNA tubes (QIAGEN, Germantown, MD) prior to a one-time administration of the assigned treatment at day 0. Nasopharyngeal swabs and fecal samples were also collected on day 0. Blood, BW, and nasopharyngeal swabs were collected again on days 3, 7, 14, 21, and 56, with fecal samples collected on days 21 and 56; nasopharyngeal swabs and fecal samples were collected for a separate study. Cattle were evaluated daily for bovine respiratory disease (BRD), or other signs of clinical disease, by a trained observer and assigned a clinical illness score for BRD (CIS: 0 to 4 scale). A CIS of 0 is described as a “normal” animal showing no clinical signs of illness. A CIS of 1 indicated “mild BRD” with elevated respiratory rate, mild-to-moderate anorexia, mild depressed attitude, and a shallow, dry cough when viewed at a distance. A CIS of 2 indicated a “moderate BRD” steer with a gaunt appearance, possible nasal and/or ocular discharge, mild-to-moderate muscle weakness and depressed attitude, and a persistent shallow, dry cough. A steer assigned a CIS of 3 was considered “severe BRD” with labored breathing, purulent nasal and/or ocular discharge, productive coughing, loss of alertness, and severe depression. A CIS of 4 was deemed “moribund” that was unresponsive upon human approach, recumbent and unwilling to rise when approached, showed evidence of moderate-to-severe dehydration, and marked anorexia. Any steer deemed a CIS of a 1 or 2 was pulled and treated if the rectal temp recorded was ≥40° C. A steer with a CIS of 3 or 4 was treated regardless of rectal temp recorded. If a steer was assigned a CIS of 4 and deemed unlikely to clinically recover by an on-site veterinarian, it was euthanized *via* AMVA-approved methods. If a steer was pulled but not treated, it was returned to its treatment pen. However, if a steer was pulled and treated, a blood sample, nasopharyngeal swab, and fecal sample were taken before removing the animal from trial. No cattle were pulled nor treated for clinical disease after their initial administration of treatment at any time throughout this 56-day trial.

### 2.2. Treatments and experimental design

The BWs collected on day −1 were used to randomly allocate cattle to experimental treatments with equal weights *via* Excel RANDBETWEEN function (Microsoft, Redmond, WA). Within each treatment pen, there were 15 individuals total. In the pens receiving antibiotics, ten individuals were randomly selected for the administration of antimicrobial treatment and five received no antimicrobial treatment, serving as sentinel controls within each treatment pen. Cattle within pens were randomly selected using a random number generator in Excel, selecting the five lowest values as sentinel controls *via* RANDBETWEEN function. This experiment consisted of seven treatment groups evaluated over a 56-day receiving period: (1) negative control, no antimicrobial administration (**NC**), (2) ceftiofur administered subcutaneously at the base of the ear at a dosage of 6.6 mg CE/kg BW (EXCEDE Sterile Suspension, Zoetis, Parsippany-Troy Hills, NJ) (**CEFT**), (3) enrofloxacin administered subcutaneously in the neck at a dosage of 12.5 mg/kg BW (Baytril 100, Elanco Animal Health, Greenfield, IN) (**ENRO**), (4) florfenicol administered subcutaneously in the neck at a dosage of 40 mg/kg BW (NUFLOR Injectable Solution, Merck Animal Health, Madison, NJ), (5) oxytetracycline administered subcutaneously in the neck at a dosage of 4.1 mg/kg BW (Noromycin 300 LA, Lenexa, KS) (**OXYT**), (6) tildipirosin administered subcutaneously in the neck at a dosage of 6.2 mg/kg BW (Zuprevo, Merck Animal Health, Madison, NJ) (**TILD**), (7) tulathromycin administered subcutaneously in the neck at a dosage of 2.5 mg/kg BW (DRAXXIN Injectable Solution, Zoetis, Parsippany-Troy Hills, NJ) (**TULA**). All treatments were administered one time per label dosing and administration at day 0, following Beef Quality Assurance guidelines. To minimize interference between treatments, an empty pen was left between treatment groups to eliminate nose-to-nose contact. Following treatment allocation and sampling on day 0, the NC cattle were processed first followed by ENRO, FLOR, TULA, TILD, CEFT, and OXYT every sampling day. The sampling order of treatment groups was consistent throughout this trial. The chute, tub, and holding pens were physically cleaned with soap and brushes, then disinfected with Virkon S (Lanxess AG, Cologne, Germany) per label instructions between sampling each treatment group across all timepoints following day 0.

### 2.3. Housing and management

Steers were housed in soil-surfaced pens with 20.8 meters^2^ of space allowance. The linear bunk space per animal was 50.6 centimeters, and the cattle were fed the same starter diet throughout the entire 56-day trial. Cattle were fed once daily at approximately 1,000 h, and feed bunks were visually evaluated twice daily at 0630 and 2,130 h to determine adjustments to feed offering. Feed bunks were managed according to standard operating procedure at the WTAMU Research Feedlot, with a goal of little to no feed remaining at 0630 the following morning. Feed samples were collected twice weekly for dry matter (DM) determination and a diet composite was taken every 2 weeks for nutrient composition analysis at a commercial laboratory (Servi-tech Labs, Amarillo, TX; Supplementary File S1). Orts were collected, weighed, and analyzed for DM determination in a forced-air oven at 40.5° C for 24 h and used to adjust DM intake.

### 2.4. Sample collection and RNA extraction

On days 0, 3, 7, 14, 21, and 56, blood samples were collected into PAXgene RNA Blood Tubes (QIAGEN, Germantown, MD) and placed on ice packs at approximately 4° C for transportation to the Texas A&M University Veterinary Education, Research, and Outreach laboratory (Canyon, TX) where they were frozen at −80° C until RNA extractions were performed. From the total pool of 630 samples, a subset (*n* = 252) was selected for RNA extraction and sequencing. For subset selection, six random animals were chosen from each treatment pen over all six timepoints, with the exclusion of sentinel controls due to budgetary constraints. The PAXgene Blood miRNA Kit (QIAGEN, Germantown, MD) was used in conjunction with automated processing *via* a QIAcube Connect device (QIAGEN, Germantown, MD) to isolate total RNA from all samples according to manufacturer protocol. Following isolation, RNA quantity (mean RNA yield = 2864.9 ± 1319.5 ng) and quality (mean RIN = 8.4 ± 0.7) were measured *via* a Qubit Flex Fluorometer (Thermo Fisher Scientific, Waltham, MA) and TapeStation 4,200 (Agilent Technologies, Santa Clara, CA), respectively. Complete metadata table, including breed identity based on visual inspection (Btau: *Bos taurus*; Ind: *Bos indicus*), for each individual sample is found in Supplementary File S2.

### 2.5. RNA sequencing and bioinformatic processing

Library preparation was performed with the Stranded mRNA Library Kit (Illumina, San Diego, CA) per manufacturer’s instruction, with 150 bp paired-end sequencing (2×150) performed with a NovaSeq 6,000 S4 v1.7+ (Illumina, San Diego, CA; S4 reagent kit, v1.5) across three lanes at the North Texas Genome Center (NTGC, Arlington, TX); sequencing resulted in a median of 34.1 ± 5.6 M paired-end reads per sample. Following sample demultiplexing *via* bcl2fastq2 v2.20, raw sequenced reads were quality assessed with FastQC v0.11.9^1^ and MultiQC v1.12 (17). Reads were subsequently trimmed for ambiguous base calling, retained Illumina adaptors, and minimum read lengths with Trimmomatic v0.39 (18) (mean retainment: 99.486%; σ = 0.003%) using the following parameters: “ILLUMINACLIP:TruSeq3.fa:2:30:10:2:TRUE,” “SLIDINGWINDOW:4:20,” “MINLEN:28,” “LEADING:3,” and “TRAILING:3.” Following read quality assessment and trimming, retained trimmed reads were mapped and indexed to the *Bos taurus* reference assembly ARS-UCD1.3 *via* HISAT2 v2.21 (19) with default parameters. Sequence Alignment Map (.sam) files generated from HISAT2 alignments were converted to Binary Alignment Map (.bam) files *via* Samtools v1.14 (20), with default parameters, prior to transcript assembly. Transcript assembly and relative gene-level expression estimation was performed *via* StringTie2 v2.2.0 (21), with default parameters and workflow described by Pertea and colleagues (22). Following merged Gene Transfer Format (.gtf) file generation of expression estimates for each sample, post-processing for the appending of ambiguous gene-level identifications (“MSTRG” tags) was performed with a custom Perl script provided by Pertea.^2^ Raw gene-level count matrices for each sample were generated with the Python3 script prepDE.py3 (22), selecting for an average read length (“– 1”) of 150 and all other parameters set to default. All raw sequencing data and curated metadata produced by this study are available at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO) under the accession number GSE225025.

### 2.6. Differential gene expression analysis

Raw gene counts generated for each sample were processed and analyzed in RStudio v2022.02.3 + 492 with the Bioconductor package edgeR v3.40.2 (23, 24). All analyses were performed as treatment groups versus NC (CEFT vs. NC, ENRO vs. NC, etc.) across all six timepoints. The ComBat_seq function in the sva package v3.46.0 was used to adjust for batch effects, in the form of sequencing lanes, using an empirical Bayes framework in the raw gene counts (25); this was applied to all sequencing libraries at the same time. Raw counts were processed and filtered using the filterByExpr function in the edgeR package as described by Chen et al. (26), utilizing gene counts-per-million (CPM) of 0.2 across a minimum of 12 samples. Library normalization was performed with the trimmed means of M-values method (TMM) (27). Differentially expressed genes (DEGs) were identified through pairwise comparison of NC and each treatment group using likelihood ratio testing (glmLRT) where DEGs were considered significant with a false discovery rate (FDR) of ≤0.1. Specifically, all edgeR analyses were performed within each time point (ex. Day 0, Day 3, etc.) between each treatment group versus the negative control group (ex. CEFT vs. NC, ENRO vs. NC, etc.). The package glmmSeq v.0.2.0 was used to investigate changes in gene expression between treatment groups (28). In this generalized linear mixed model, timepoint, group and the interaction of timepoint:group were analyzed as fixed effects with breed and animal ID included as random effects. Heatmapping was performed using the R package pheatmap v1.0.12,^3^ utilizing data-centered and normalized z-scores from log2CPM TMM-normalized gene counts; Ward’s minimum variance method was used with calculated Spearman correlation coefficients, further grouped through k-means clustering, and Minkowski distances for clustering dissimilarities by row (gene) and column (sample), respectively. The list of DEGs found in the glmmSeq and edgeR models were compared in Excel, and DEGs identified through group-level comparisons which were shared between the lists at each timepoint were identified using a conditional formatting rule that highlighted duplicate DEGs between the lists of genes from glmmSeq and edgeR. The matching DEGs were then annotated using the National Center for Biotechnology (NCBI) gene database using the bovine and human reference genomes to annotate “LOCI” genes when required. Functional enrichment was performed on the resulting lists of shared DEGs at each timepoint found between the two analyses (glmmSeq and edgeR).

### 2.7. Downstream analysis of DEGs

Pathway analysis and Gene Ontology (GO) were performed using KOBAS-intelligence v.3.0 (29). Overrepresentation analysis used hypergeometric distribution and Fisher’s exact testing to evaluate whether the gene symbols entered were overrepresented in a specific functional gene set. Pathway databases utilized were KEGG and Reactome (30, 31). Benjamini-Hochberg procedure was used for multiple hypothesis correction, and the FDR cutoff for significance was 0.05 (32). GO terms consist of biological processes, molecular functions, and cellular components that the identified DEGs enriched. Specifically, functional enrichment analyses were conducted in two parts for each treatment group: first by DEGs identified through group-level comparisons (i.e., shared genes between glmmSeq (group) and edgeR glmLRT pairwise testing) and, second, by those DEGs identified by glmmSeq timepoint:group interactions. Additionally, principal component analysis (PCA) was conducted with the Bioconductor package PCAtools v.2.10.0.^4^ Metadata components for PCA correlational analysis included average daily gain (ADG), animal ID, timepoint of sample collection, and treatment group. Intervene was used to compute pairwise intersections and plot-associated metrics as correlation plots for DEGs of each treatment group at every timepoint (33).

## 3. Results

### 3.1. Identification of DEGs

A total of 13,890 uniquely identified genes were differentially expressed across treatment groups and timepoints, 4,602 of which were identified as differentially expressed with both edgeR and glmmSeq (Table 1; Supplementary File S3). 

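The data behind these numbers are the gene counts that the authors deposited for 252 libraries of whole-blood mRNA from 42 steers. Each of the 7 groups had 6 animals, and each animal gave 1 library per sampling day, with day 0 blood taken before the treatment. The authors aligned the reads with HISAT2, assembled them with StringTie2 and derived whole-number counts with prepDE.py3, and the deposited counts precede the lane adjustment, the filter and the TMM normalization of the paper. Library totals ranged from 26.1 to 74.1 M counts, with a median of 43.6 M. The paper's filter of 0.2 CPM in at least 12 libraries kept 19056 of 33282 listed genes. Within each day, the 6 animals of a treatment were compared with the 6 NC animals by edgeR's quasi-likelihood F-test after TMM, and a gene is a DEG here at an adjusted p of at most 0.1. Because the same animals were sampled on every day, the change from day 0 was tested against that of NC in a second edgeR fit with a block for each animal. That fit gives the treatment by day interaction, called at an adjusted p of at most 0.05, and the change on a single day, called at 0.1. Levels are TMM-normalized CPM with the SD over animals, and fold changes are log2 values with a standard error. Only ENRO was sequenced wholly on the lane of NC, lane 1. TULA was on lane 2, CEFT and OXYT on lane 3, and TILD on lanes 2 and 3. Within a day, lane and treatment cannot be separated for these groups, which had no library on lane 1. FLOR had 12 libraries on lane 1 and 24 on lane 2, so there they are separated only in part. For the same reason ComBat_seq on lane takes out any difference that follows the lanes, a treatment difference included.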

A heatmap was generated to visualize expression patterns across all 252 samples (Figure 1). 

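Many red cell precursor genes were higher on day 14, the only later day described here for them, than on day 0. Of 26 such genes, 20 were higher on day 14 than on day 0 over all 42 animals, with a median log2 fold change of 1.12, and 15 of them rose in the NC animals alone. ALAS2, the enzyme that starts heme synthesis in these cells, went from 83.6 ± 175 to 651 ± 799 CPM (SD, n = 42), a log2 fold change of 3.12 (standard error 0.37), and it was higher in 42 of 42 animals. The hemoglobin genes HBA1 and HBB rose with it, by log2 fold changes of 3.72 and 3.29. Of 78 ribosomal protein genes, 57 were higher and 7 lower on day 14, and of 72 nuclear genes of oxidative phosphorylation 47 were higher and 9 lower. Ubiquitin ligases went the other way, with 32 of 43 lower and 6 higher, although that list holds genes the paper names and is not independent evidence. Across the 19056 genes, the library with the highest Spearman correlation came from the same animal for 249 of 252 libraries. Among libraries of other animals, the closest one shared the day for 118 (46.8%, where permuted labels give 16.7%), and it fell in the same span of days, 0 to 7 or 14 to 56, for 200 (79.4%, permuted 50%). Both shares had a permutation p of 1e-05, the smallest that 100000 permutations can give. The closest library shared the treatment for 35 (13.9%, permuted 12.2%, permutation p = 0.28) and the lane for 86 (34.1%, permuted 31.7%, permutation p = 0.29). Within lanes 1, 2 and 3, the share with the same day was 42.9%, 46.4% and 51.2%.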

Hierarchical clustering of samples based on expression patterns of DEGs clustered samples by timepoints with days 0, 3, and 7 as the most similar on the right and days 14, 21, and 56 grouping on the left of the map. There was no clear hierarchical clustering of treatment groups.

**Table 1:** Number of DEGs identified for each treatment group at each timepoint.

Timepoint	CEFT	ENRO	FLOR	OXYT	TILD	TULA
Day 3	411	58	28	93	1,074	0
Day 7	33	301	8	10	86	1
Day 14	29	2	7	1	116	32
Day 21	104	1	5	3	2,107	63
Day 56	1	2	3	9	13	1

**Figure 1:**
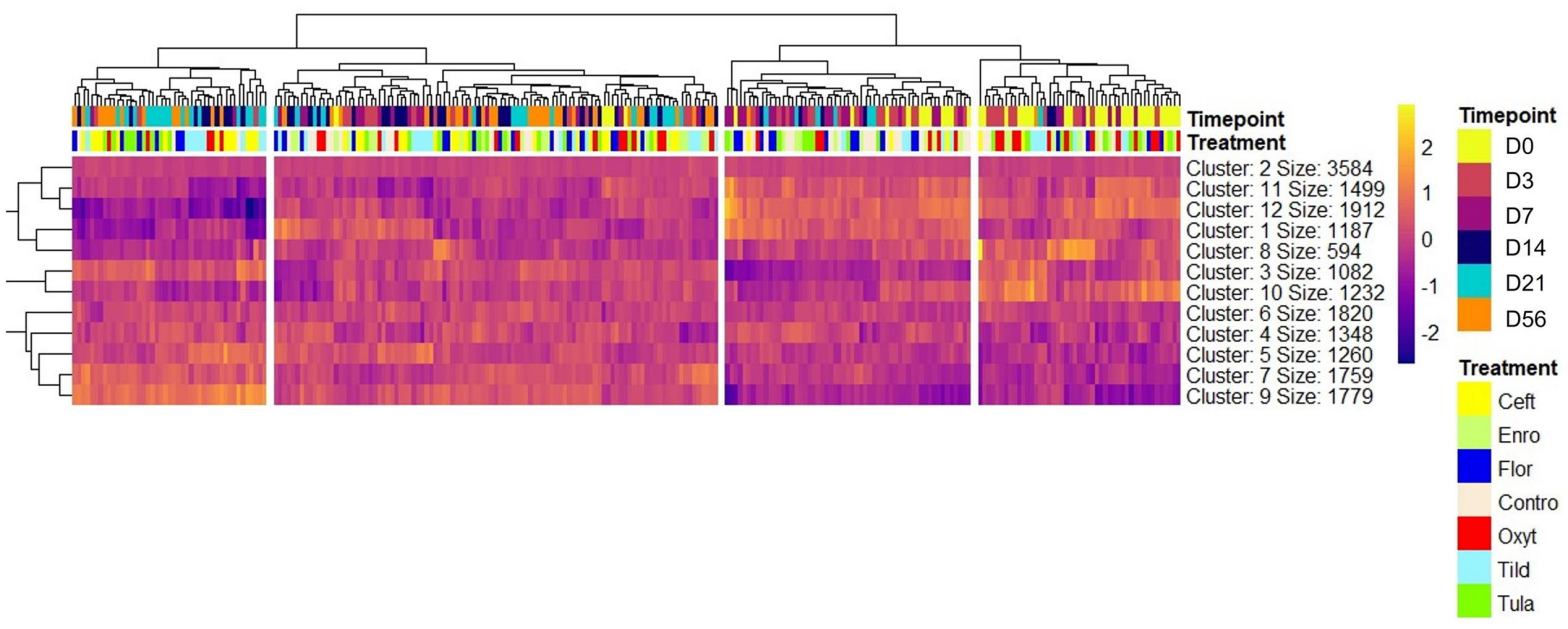
Heatmap of nine clusters of differentially expressed genes identified at all timepoints across all 252 samples. Expression patterns are shown using hierarchical clustering of genes in the rows and samples in the columns. Timepoint and treatment group are shown above the heat map under the hierarchical tree to identify the sample in each column. Gene-wise variation was standardized using z-score statistics. Color scale (yellow-to-purple) represents gene expression levels per sample; yellow and purple colors indicate increased expression and decreased expression, respectively. Note that gene hierarchical clustering of gene expression profiles segregates timepoints and treatment groups.

### 3.2. Principal component analysis

Using the Elbow method and Horn’s parallel analysis (34, 35), the first 12 principal components were chosen, accounting for 47% of the variance in the data as seen in Figure 2. 

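Lymphocyte genes rose and neutrophil genes fell along the time course of the 42 animals. Of 23 T cell genes, 16 were higher and 3 lower on day 56 than on day 0, and CD3E, a chain of the T-cell receptor complex, went from 602 ± 124 to 943 ± 162 CPM (SD, n = 42, log2 fold change 0.66, standard error 0.037). Of 8 WC1 genes of gamma-delta T cells, 7 were higher, with a median log2 fold change of 1.06, and the B cell kinase BLK rose from 132 ± 53.6 to 284 ± 86.6 CPM. Of 16 neutrophil genes, 13 were lower, among them the calprotectin subunit S100A9, which fell from 1070 ± 471 to 662 ± 246 CPM. Principal component analysis of log2 CPM, centred and not scaled, put 6.48% of the variance on the leading component. Its scores averaged -33 ± 14.8 (SD, n = 42) on day 0, -11.7 ± 19.4 on day 3 and -11.6 ± 25.1 on day 7, then 17.7 ± 20 on day 14, 21.1 ± 24.5 on day 21 and 17.5 ± 14.9 on day 56. They rose with day at Pearson's r = 0.486 and Spearman's rho = 0.677, each with a permutation p of 1e-05, the smallest possible (adjusted over 12 components 3e-05 and 2.4e-05), and r was 0.497 without the 2 farthest libraries. The rho was 0.703, 0.744 and 0.63 within lanes 1, 2 and 3 and 0.728 in the 36 NC libraries. Day accounted for 50.4% of the variance of these scores, the animal for 27.5%, the treatment for 10.4% (adjusted permutation p = 0.08) and the lane for 4.11%. With genes scaled to unit variance, treatment accounted for 10.4% of the leading component as well (adjusted permutation p = 0.032, a test chosen after the results were seen).

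**Figure D1:**
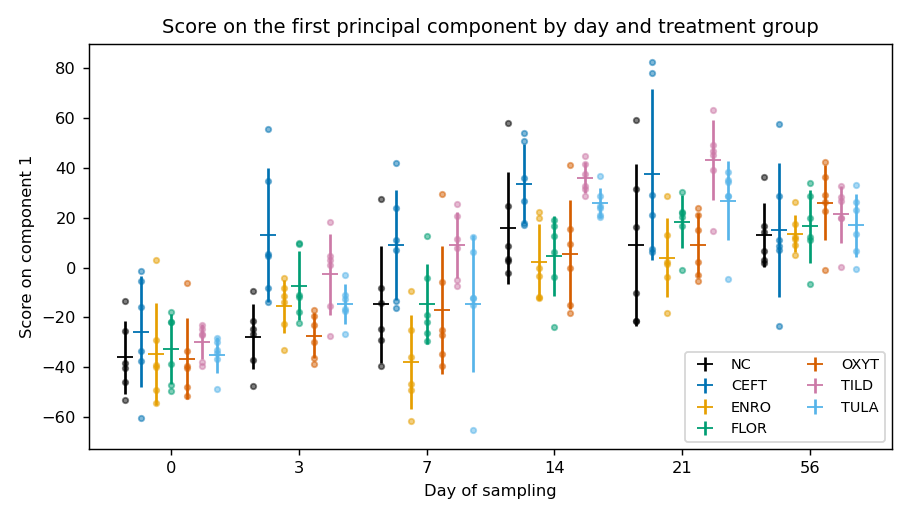
Score of each library on the leading principal component of log2 CPM (vertical axis, no unit) on each sampling day (horizontal axis), with points for the 42 animals and bars for the mean and SD. The mean lies at -33 on day 0 and at 17.5 on day 56.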

The first principal component (PC) explained 17.9% of the variance and included the strongest and most significant correlation, which was with time (*r* = 0.67, FDR < 0.01) as shown in the Eigencorplot (Figure 3). PC2, which accounted for 6.14% of variance, was negatively correlated with time (*r* = −0.16, FDR < 0.05). Additionally, PC3 and PC5 were correlated with time as well, but in opposite directions (*r* = 0.22, *r* = −0.24, FDR < 0.01, respectively). 

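With genes centred and not scaled, PC2 and PC3 held 3.31% and 2.77% of the variance, and 12 components together 28.3%. PC2 scores were related to day at r = 0.108 (permutation p = 0.0013, adjusted 0.0023) and rho = 0.226 (permutation p = 1e-05), and r was 0.089 without the 2 farthest libraries. Within lanes 1, 2 and 3 the rho of PC2 was 0.295, 0.09 and 0.34. On PC2 the mean score was -13.3 ± 19 (SD, n = 42) on day 0, 7.62 ± 18.6 on day 7 and 1.05 ± 17.9 on day 56. PC3 had r = 0.0287 and rho = 0.113 (adjusted permutation p of rho 0.0068). PC5 had r = 0.074 and rho = 0.0468 (adjusted permutation p of rho 0.48). With genes scaled to unit variance, PC2 held 6.14% of the variance, and the rho of PC3 and PC5 with day was 0.222 and 0.245 in size, so these shares and correlations depend on the scaling. The sign of a component is arbitrary.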

The only PCs significantly and negatively correlated to treatment groups were PC11 (*r* = −0.31, FDR < 0.01) and PC12 (*r =* −0.4, FDR < 0.01), respectively. These two PCs were also the only components with correlations with animal ID (*r* = −0.16, *r* = −0.38, FDR < 0.05). 

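Treatment explained 19.1% of the variance of the PC11 scores and 10.3% of the PC12 scores, at adjusted permutation p values of 0.26 and 0.62 over the 12 components with animals permuted between groups. These components are those of genes centred and not scaled, and differ from the paper's. With genes scaled to unit variance, as the paper's values imply, treatment explained 29.2% of PC11 and 25.1% of PC12 (adjusted permutation p = 0.032 and 0.032, a test chosen after the results were seen), and lane 16.1% and 15.2%. Without scaling the largest share of treatment was on PC10, at 25.1% (adjusted permutation p = 0.16). Unscaled PC11 and PC12 held 1.36% and 1.32% of the variance. Treatment has 7 unordered groups, so a share of variance was computed in place of a correlation with a group number.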

A biplot of time across all 252 samples demonstrated the clustering of samples by timepoint as seen by the ellipses in Figure 4.

**Figure 2:**
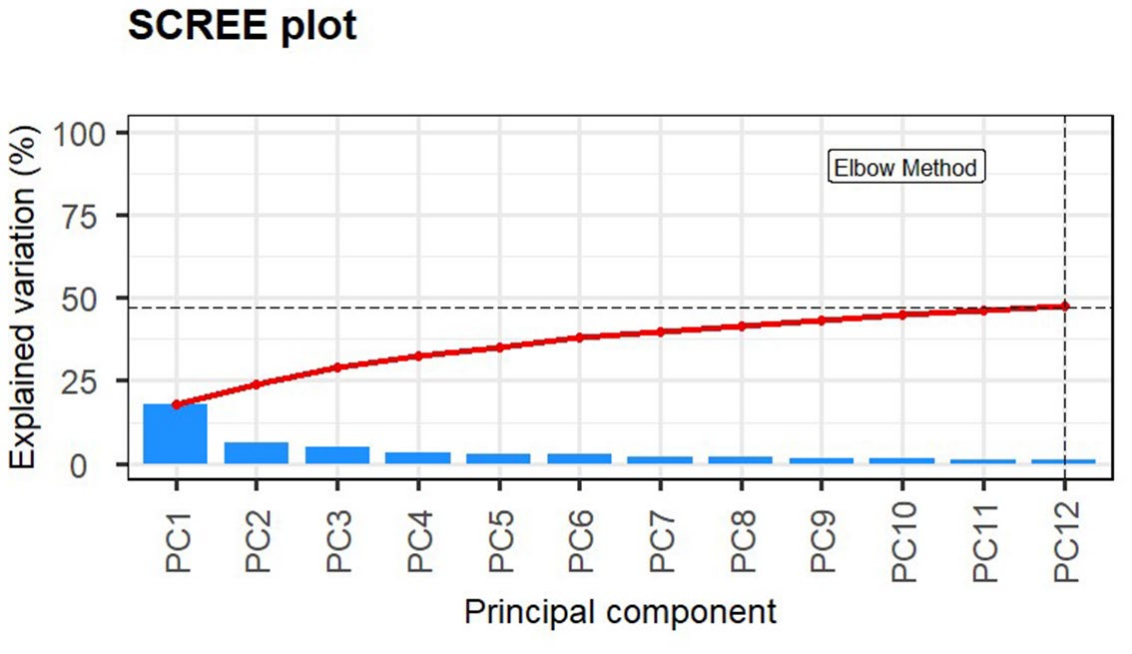
Screeplot of principle components 1:12 explaining 47.5% of the variance within the dataset. The Elbow and Horn’s parallel analysis methods were used to determine the optimum number of components to retain.

**Figure 3:**
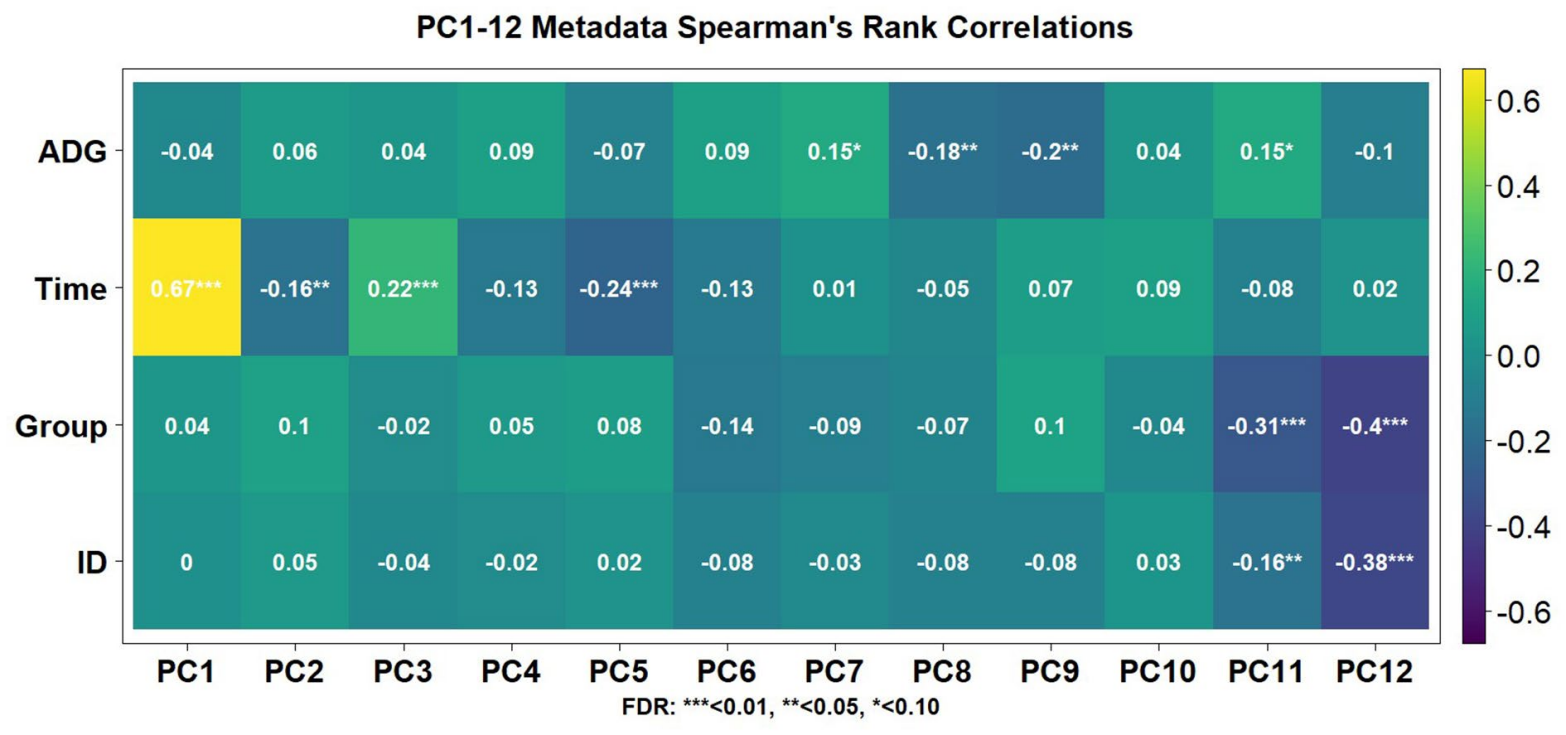
Spearman’s correlation coefficients associated with metadata components for the first 12 PCs. Each animal’s average daily gain (ADG) over the course of the trial, time, treatment group (Group), and individual animal tag number (ID) were aspects that possessed significant association with one or more PCs.

**Figure 4:**
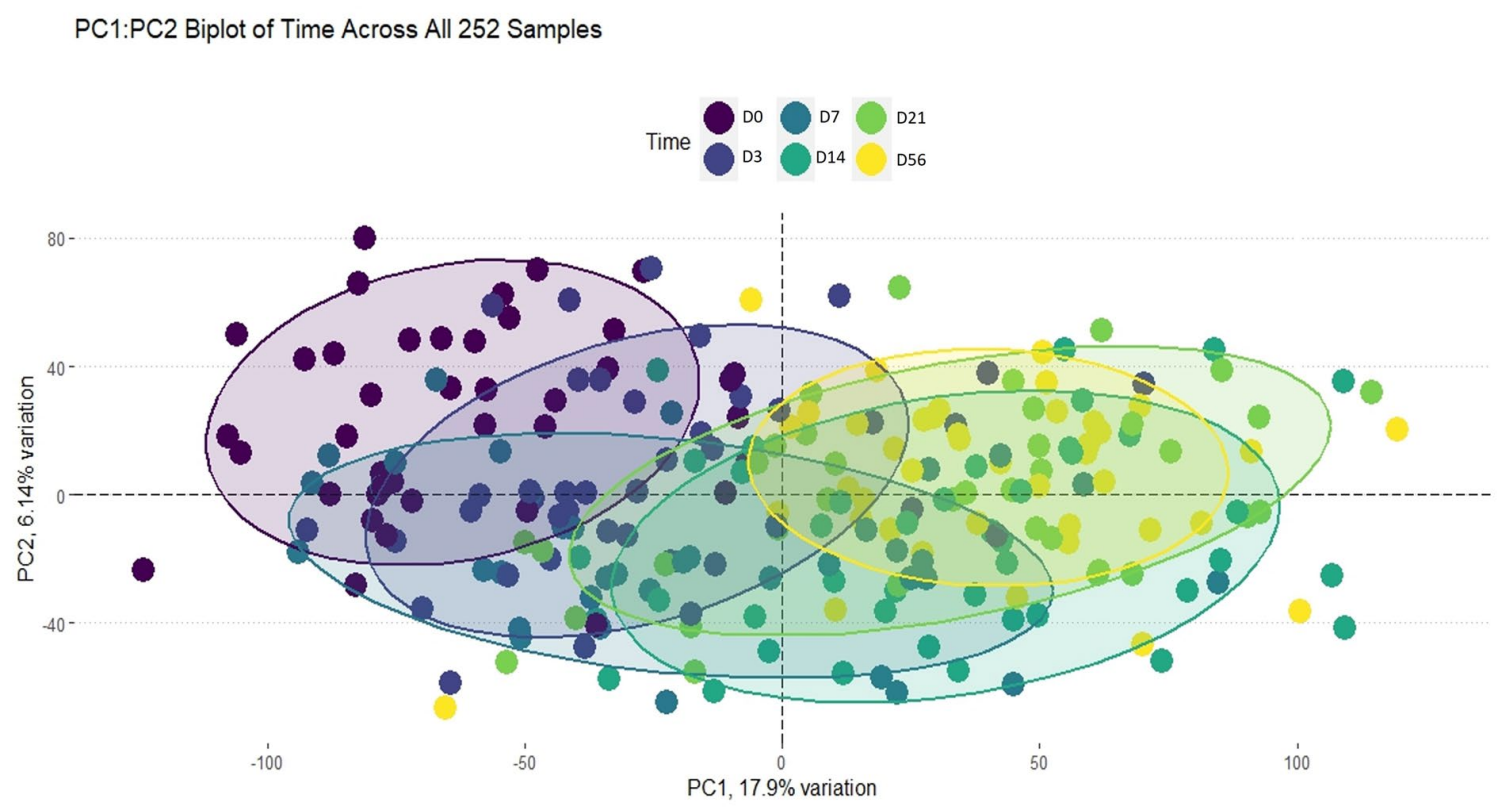
Biplot of PC1:PC2 of time across all 252 samples. The ellipses are colored by timepoint as indicated by the legend. Clustering by each timepoint can be seen, indicating time played an important role in explaining the variance within this dataset.

### 3.3. Pairwise intersections

Pair-wise intersections of the number of DEGs shared between pairs of antimicrobial treatments at each timepoint, excluding day 0, are shown in Figure 5. There was no shared gene expression between any paired treatment combinations at day 14, day 21, and day 56. 

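SCD, the enzyme that introduces a double bond into saturated fatty acids, was lower than in NC in the pairs of treatments that had a DEG in common after day 7. On day 14, CEFT and TILD shared 6 DEGs, 4 upregulated and 2 downregulated in both. SCD was among them, at 21.6 ± 2.36 CPM (SD, n = 6) in CEFT and 24 ± 4.3 in TILD against 41.5 ± 6.7 in NC. Its log2 fold changes were -0.96 (adjusted p = 0.0121) and -0.79 (adjusted p = 0.0913). On day 56, OXYT and TILD shared 1 DEG, again SCD. No other pair of treatments shared a DEG on days 14, 21 or 56 by edgeR's quasi-likelihood test, and in most pairs 1 or both treatments had no DEG. After ComBat_seq on lane and glmLRT, a pair shared between 0 and 5 DEGs on these days. Both comparisons of a pair use the same 6 NC animals.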

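Genes of T-cell receptor signaling, cholesterol synthesis and the proteasome were found on day 3 among the DEGs that ceftiofur and tildipirosin had in common. The 2 treatments shared 261 DEGs, 90 upregulated and 171 downregulated in both and 0 in opposite directions. NFATC2, a transcription factor activated through the T-cell receptor, stood at 62.6 ± 6.68 CPM (SD, n = 6) in CEFT and 62.2 ± 4.64 in TILD against 85.2 ± 6.69 in NC. CYP51A1, an enzyme of cholesterol synthesis, was 42.6 ± 6.93 against 68.9 ± 8.2 CPM in CEFT (log2 fold change -0.71, standard error 0.12) and had a log2 fold change of -0.53 in TILD. PSMD3, a proteasome subunit, was 153 ± 24.9 against 112 ± 4.23 CPM in CEFT, and its log2 fold change was 0.43 there and 0.27 in TILD. Lists of these sizes drawn independently would share 8.08 upregulated and 10.3 downregulated genes. Other pairs shared 261 (CEFT and ENRO), 208 (CEFT and OXYT), 143 (ENRO and OXYT), 141 (CEFT and FLOR), 135 (ENRO and TILD), 101 (ENRO and FLOR), 82 (OXYT and TILD) and 73 DEGs (FLOR with OXYT and FLOR with TILD). Over all treatments, 302 genes were upregulated and 371 downregulated in at least 2, and 18 were downregulated in at least 5. The NC animals are common to all these comparisons. Across 13802 genes, which are not independent replicates, the fold changes of CEFT and TILD correlated at 0.588, and those of groups simulated without any effect at 0.51. Their covariance was 0.169 against a simulated 0.0661, and 0.117 when each treatment was set against 3 different NC animals. Whether the simulated groups hold the shifts that many genes of real libraries share was not tested, so no common effect is concluded from the excess.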

At day 3, there were minimal similarities in gene expression shared between tildipirosin and ceftiofur with between 107 and 214 DEGs shared (Supplementary File S3).

**Figure 5:**
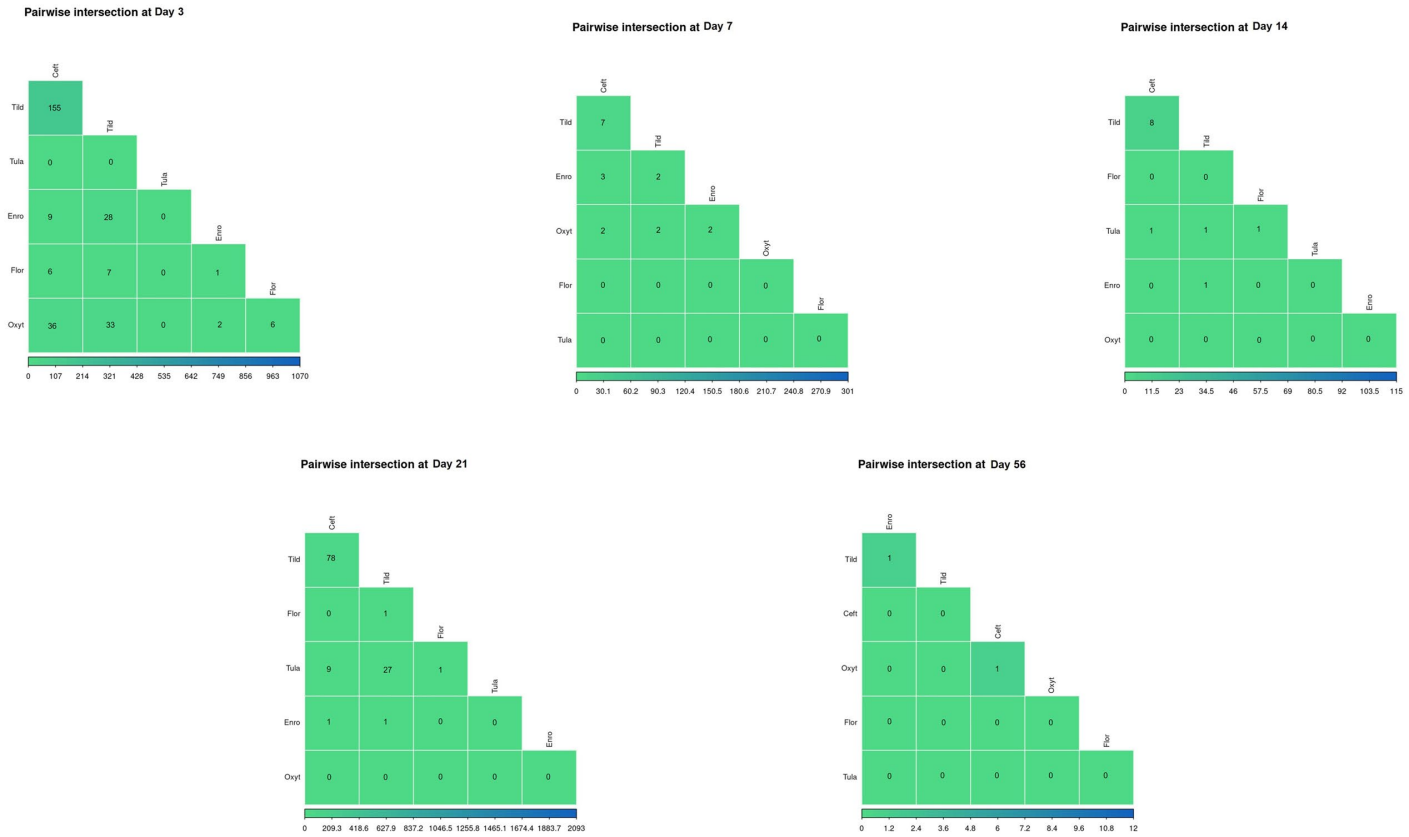
Pairwise intersections between the number of DEGs found for every treatment group at each timepoint. Color scale (green-to-blue) shows the number of DEGs in common between treatment groups; green and blue represents decreased number of overlapping DEGs and increased number of overlapping DEGs, respectively.

### 3.4. Gene ontology and pathway enrichment analyses

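By edgeR's quasi-likelihood test nearly all DEGs of these comparisons lie on day 3, where some interferon-stimulated, neutrophil, mitochondrial and proteasome genes were higher and some T-cell receptor, cell cycle and cholesterol synthesis genes lower in 1 or more treated groups. Camera with a correlation estimated for each list passed 0 lists on day 3, as on every other day, so it cannot tell the lists apart. Over the days after treatment, the quasi-likelihood test gave 1566 unique DEGs for CEFT, 481 for ENRO, 408 for FLOR, 442 for OXYT, 503 for TILD and 0 for TULA. Day 3 alone held 1524, 480, 408, 441, 472 and 0 of them. After day 3 the DEGs were 50 for CEFT on day 14, 22, 38, 18 and 22 for TILD at the 4 later samplings, 3 for ENRO on day 7 and 1 at each later sampling, and 2 for OXYT on day 56. For TILD the order of days 3 and 21 turned with other tests, at 380 and 818 DEGs by glmLRT, 1798 and 2098 by DESeq2 and 879 and 3141 in a fit of all 7 groups. For TULA, 1552 of 19056 genes had an unadjusted p under 0.05 on day 3 and 746, 1662, 2525 and 1478 later, and DESeq2 called 235, 26, 206, 925 and 290. On day 3 the upregulated DEGs had median log2 fold changes between 0.42 (FLOR) and 0.61 (OXYT), and the downregulated DEGs between -0.41 (ENRO) and -0.61 (FLOR). Before treatment, on day 0, the medians of the same upregulated genes already lay between 0.11 (CEFT) and 0.31 (OXYT). Those of the downregulated genes lay between -0.10 (ENRO) and -0.19 (FLOR). The change from day 0 relative to NC, tested with a block for each animal, passed for 182 of the day 3 DEGs of CEFT and for 0 in the other 4 groups, where 142 (ENRO), 181 (FLOR), 150 (OXYT) and 204 (TILD) had an unadjusted p under 0.05 among genes selected for their day 3 difference. All changes of CEFT from day 0 on day 3, 328 in number, became 0 with no filter, 2 by limma voom and 0 without libraries high in tissue genes.

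**Figure D2:**
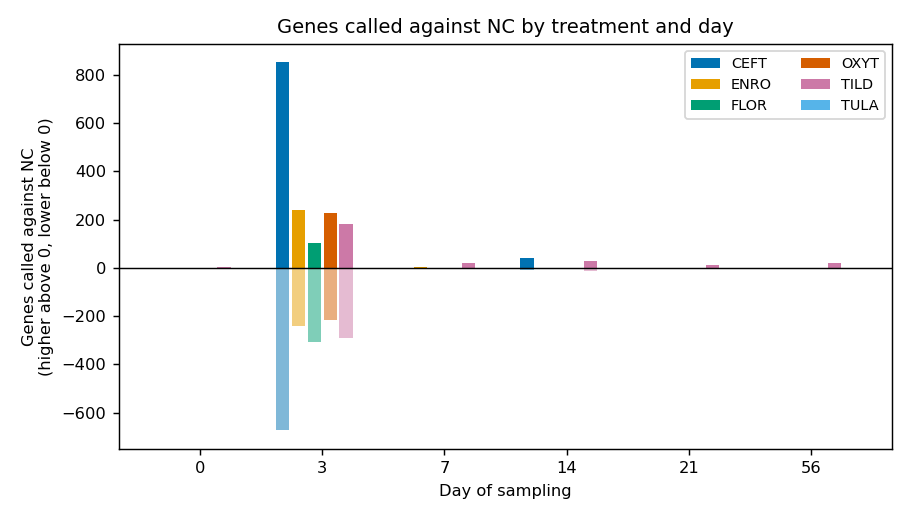
Number of upregulated and downregulated DEGs (vertical axis, genes) of each treatment against NC on each sampling day (horizontal axis), edgeR quasi-likelihood test with 6 animals per group at an adjusted p of at most 0.1. The highest values are 851 upregulated and 673 downregulated genes in CEFT on day 3.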

When compared only to NC, unique DEGs were identified for CEFT (*n* = 526), ENRO (*n* = 340), FLOR (*n* = 56), OXYT (*n* = 111), TILD (*n* = 3,001), and TULA (*n* = 87). 

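Before treatment, a few genes already set the groups apart from NC. BoLA, a major histocompatibility complex class I gene, stood at 580 ± 161 CPM (SD, n = 6) against 44.8 ± 29.1 in NC in ENRO on day 0 (log2 fold change 3.69, standard error 0.39, adjusted p = 0.00826). Alleles of such genes differ between animals and from the reference, which limits what counts of this gene measure. In TILD, MAN2B1, a lysosomal mannosidase, was 186 ± 38.5 against 62.5 ± 22.1 CPM, NOP10, a part of small nucleolar particles, was 4.83 ± 1.38 against 0.324 ± 0.243 CPM, and LOC785386 was 12.8 ± 2.38 against 4.52 ± 1.34 CPM. In CEFT, LOC101902665 was 11.3 ± 2.28 against 35.8 ± 11.3 CPM. These 5 were all the DEGs of day 0, with 0 for FLOR, OXYT and TULA by edgeR's quasi-likelihood test. In those 3 groups 829, 1036 and 919 genes had an unadjusted p under 0.05, and DESeq2 called 54, 51 and 40. Neutrophil granule genes leaned higher in ENRO, with 9 of 19 past the test adjusted over the list alone and 0 over all genes.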

At day 0, there were no identifiable functional enrichment terms (Tables 2, 3). 

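Some mitochondrial and proteasome genes were higher, and some cholesterol synthesis and T-cell receptor genes lower, in CEFT than in NC cattle on day 3. Of 74 genes of T-cell receptor signaling, 11 were downregulated and 4 upregulated. Of 72 nuclear genes of oxidative phosphorylation, 16 were upregulated and 1 downregulated (28 and 14 adjusted over the list alone). ATP5F1D, a subunit of ATP synthase, was 152 ± 14.5 CPM (SD, n = 6) against 107 ± 10.1 in NC (log2 fold change 0.51, standard error 0.087, adjusted p = 0.0456). Of 39 proteasome genes, 10 were upregulated and 0 downregulated (20 and 8 adjusted over the list alone). Of 23 cholesterol synthesis genes, 6 were downregulated and 0 upregulated (8 and 3 adjusted over the list alone). In the list of 42 interferon-stimulated genes, 3 were upregulated (18 adjusted over the list alone), among them the transcription factor IRF7 at 178 ± 148 against 44.1 ± 26 CPM (log2 fold change 2.00, adjusted p = 0.0905). Among 12 MHC class II genes 3 were upregulated (6 adjusted over the list alone), with CD74, the invariant chain, at 7730 ± 2380 against 4600 ± 490 CPM, although its log2 fold change was already 0.62 on day 0 and 0.74 on day 3. The ribosomal protein gene RPL36A was 4.8 ± 2.84 against 31.5 ± 18.2 CPM, a log2 fold change of -2.72. In all, 851 genes were upregulated and 673 downregulated. The count was 2 without NC7, 6 without NC12, 8 without NC15, 117 without Ceft6, 124 without NC13, 205 without Ceft5, 418 without NC1, 525 without Ceft3, 554 without Ceft4 and 3405 without Ceft8. It was 1 without the 2 CEFT libraries that hold RNA of muscle or connective tissue genes, and 0 after ComBat_seq on lane.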

At day 3, in comparison to NC, there were 44 pathways and 49 GO terms that were enriched for CEFT DEGs (*n* = 411). For ENRO, 58 DEGs enriched for two pathways and six GO terms at day 3. 

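Some neutrophil, interferon-stimulated and glucocorticoid-responsive genes were higher in ENRO cattle on day 3, and some cell cycle genes lower. Camera with a correlation estimated for each list passed 0 lists on this and every other day, so it cannot tell the lists apart. CEBPD, a transcription factor of the acute-phase response, was 76.2 ± 20.5 CPM (SD, n = 6) against 21.4 ± 9.95 in NC (log2 fold change 1.83, standard error 0.28, adjusted p = 0.0312). Of 16 neutrophil genes 3 were upregulated and 0 downregulated (7 and 0 adjusted over the list alone), with S100A9 at 1230 ± 493 against 597 ± 135 CPM and the oxidase subunit NCF1 at a log2 fold change of 0.94. Of 42 interferon-stimulated genes 7 were upregulated and 0 downregulated (25 and 0 adjusted over the list alone), among them ISG20, a nuclease of viral RNA, at 225 ± 60.6 against 83.1 ± 26.7 CPM and IFIT3 at a log2 fold change of 1.31. FKBP5, a chaperone induced by glucocorticoids, was 159 ± 25.9 against 101 ± 21.8 CPM, and 3 of 13 glucocorticoid response genes were upregulated (6 adjusted over the list alone). CENPF, a kinetochore protein of dividing cells, was 15.2 ± 2.79 against 29 ± 4.82 CPM, 1 of 3 downregulated genes among 28 of the cell cycle (14 adjusted over the list alone). BoLA, a class I gene already apart on day 0 (log2 fold change 3.69), stood at a log2 fold change of 3.76. There were 238 upregulated and 242 downregulated DEGs, and ENRO and NC shared a lane. The count was 23 without NC7, 39 without NC12, 47 without Enro5, 56 without NC15, 79 without Enro10, 80 without Enro8, 108 without NC13, 188 without Enro9, 228 without Enro6 and 1030 without NC5.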

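Genes of cell division were lower in FLOR cattle on day 3 than in NC. Of 28 cell cycle genes 16 were downregulated and 0 upregulated (27 and 0 adjusted over the list alone), with a median log2 fold change of -0.81. CDK1, the kinase that starts mitosis, was 7.16 ± 1.46 CPM (SD, n = 6) against 19.3 ± 2.1 in NC (log2 fold change -1.44, standard error 0.15, adjusted p = 0.00344). RRM2, which makes deoxynucleotides for DNA replication, was 21.8 ± 7.43 against 63.3 ± 13.8 CPM, and the topoisomerase TOP2A had a log2 fold change of -1.26. Some genes encoded in the mitochondrion were on the other side, with 2 of 13 upregulated (9 adjusted over the list alone). ND4, a subunit of complex I, was 663 ± 159 against 259 ± 94.6 CPM. CD79A, a chain of the B-cell receptor, was 744 ± 96 against 535 ± 62.4 CPM, while PRDM1, a factor of plasma cells, had a log2 fold change of -0.88. In total 101 genes were upregulated and 307 downregulated. CDK1 changed by -0.92 from day 0 on the log2 scale relative to NC, which did not pass the test of the change (adjusted p = 0.499). The count was 102 without NC12, 116 without NC7, 125 without Flor10, 162 without Flor6, 180 without Flor8, 183 without NC13, 196 without NC15, 215 without Flor3, 239 without NC1 and 261 without Flor7. It was 86 after ComBat_seq on lane and 213 with no filter.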

There were 28 unique DEGs for FLOR that did not enrich any pathways or GO terms at day 3. 

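Some interferon-stimulated and neutrophil genes were higher and a few ribosomal protein genes lower in OXYT cattle on day 3. Of 42 interferon-stimulated genes 8 were upregulated and 0 downregulated (29 and 0 adjusted over the list alone). ISG15, a ubiquitin-like protein made in response to interferon, was 313 ± 132 CPM (SD, n = 6) against 101 ± 29 in NC (log2 fold change 1.63, standard error 0.33, adjusted p = 0.0622), and IFI44 was 34.3 ± 9.94 against 11.8 ± 4.48 CPM. Both had positive log2 fold changes on day 0 too, of 1.13 and 1.33, that did not pass the test. Of 16 neutrophil genes 4 were upregulated (4 adjusted over the list alone), with S100A9 at a log2 fold change of 0.90. Among 78 ribosomal protein genes 3 were downregulated and 0 upregulated (50 and 0 adjusted over the list alone), with RPS3A at a log2 fold change of -1.25. LSS, an enzyme of cholesterol synthesis, had a log2 fold change of -0.92, and 3 of 23 genes of that list were downregulated (11 adjusted over the list alone). In all, 226 genes were upregulated and 215 downregulated, and 0 passed after ComBat_seq on lane. The count was 23 without NC7, 58 without NC15, 69 without Oxyt5, 73 without NC13, 82 without NC12, 109 without Oxyt9, 127 without Oxyt4, 129 without Oxyt6, 163 without Oxyt2, 229 without NC1 and 982 without NC5.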

For OXYT, 93 DEGs were identified with 67 pathways and 33 GO terms enriched. With the greatest number of DEGs identified overall, there were 1,074 unique DEGs identified for TILD with a total of 146 pathways and 170 GO terms enriched at day 3. 

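Some T-cell receptor genes and ubiquitin ligases were lower in TILD cattle on day 3, and some genes of oxidative phosphorylation and of the proteasome higher. Of 72 nuclear genes of oxidative phosphorylation, 4 were upregulated (5 adjusted over the list alone). Proteasome genes had 2 of 39 upregulated and 0 downregulated (15 and 0 adjusted over the list alone). ADAM8, a surface protease of neutrophils and monocytes, was 62.2 ± 27.9 CPM (SD, n = 6) against 15.1 ± 5.53 in NC (log2 fold change 2.04, standard error 0.36, adjusted p = 0.0533). Among 74 genes of T-cell receptor signaling, 8 were downregulated and 0 upregulated (19 and 2 adjusted over the list alone). Of 43 ubiquitin ligases, a list that holds genes the paper names, 4 were downregulated (23 adjusted over the list alone). LPIN3, a phosphatase of lipid synthesis, had a log2 fold change of 1.60, but of 1.29 on day 0 already. In total 181 genes were upregulated and 291 downregulated. The count was 8 without NC7, 17 without Tild5, 22 without NC12, 26 without Tild10, 63 without NC15, 71 without NC13, 102 without Tild2, 257 without NC1 and 258 without Tild3. It was 7 in the animals recorded as Bos taurus and 0 after ComBat_seq on lane.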

There were no DEGs found for TULA shared between edgeR and glmmSeq analyses at day 3. 

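No gene passed the test for TULA on day 3, though NFATC2 had a log2 fold change near that of ENRO (-0.36), where it was a DEG. NFATC2 was 67 ± 4.09 CPM (SD, n = 6) against 85.2 ± 6.69 in NC (log2 fold change -0.35, adjusted p = 0.221), and CD3G, a chain of the T-cell receptor complex, was 6.27 ± 2.9 against 14.7 ± 3.98 CPM (log2 fold change -1.23, adjusted p = 0.459). The phosphatase PTPRC, also known as CD45, had a log2 fold change of -0.30 (adjusted p = 0.459). All 33 gene lists had 0 members past the test over all genes, and adjusted over the list alone 5 of 74 T-cell receptor genes and 7 of 19 neutrophil granule genes were lower. By edgeR's quasi-likelihood test 1552 genes had an unadjusted p under 0.05, glmLRT called 25 and DESeq2 235. In the 15 comparisons between treated groups of day 3, TULA among them, the median was 3 DEGs and the highest 67.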

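Some signaling genes downstream of the T-cell receptor were lower than in NC on day 3 in CEFT, ENRO, FLOR, OXYT and TILD. Of 74 genes of T-cell receptor signaling, 11 were downregulated and 4 upregulated in CEFT (22 and 7 adjusted over the list alone) and 8 and 0 in OXYT (23 and 5 adjusted over the list alone). ENRO had 4 downregulated (15 adjusted over the list alone) and FLOR 3 (13 adjusted over the list alone). PAG1, an adaptor that holds the inhibitory kinase CSK at the membrane, was 121 ± 24.1 CPM (SD, n = 6) against 187 ± 16.6 in NC in CEFT, a log2 fold change of -0.64. Of 29 genes of NF-kB activation downstream of FcεRI, a list that holds genes the paper names and is therefore not independent evidence, 7 were downregulated and 4 upregulated in CEFT (9 and 8 adjusted over the list alone), and 3 and 1 in TILD (10 and 7 adjusted over the list alone). Camera with its preset correlation of 0.01 called 62 of 198 lists and comparisons on day 3, but also 63 of 198 on day 0, before treatment. It called 0 on day 3 with a correlation estimated for each list, where the lowest adjusted p was 0.886. The estimated form passed 0 lists, with that same lowest value, on every sampling day, so it cannot tell the lists apart. A score of neutrophil genes minus T cell genes was -1.22 ± 0.33 (SD, n = 6) in NC and higher by 0.842 in OXYT, 0.646 in ENRO and 0.562 in TILD (2-sided exact permutation tests, adjusted p = 0.026, 0.026 and 0.035). The difference was 0.381 in FLOR, 0.297 in CEFT and 0.276 in TULA (exact permutation tests, adjusted p = 0.094, 0.19 and 0.27). On day 0, before treatment, the score was -0.622 ± 0.6 in NC, -0.256 ± 0.4 in OXYT, -0.179 ± 0.57 in ENRO and -0.486 ± 0.43 in TILD, so these groups leaned the same way before treatment. With that score as a covariate, the DEGs of day 3 numbered 0 for CEFT, 0 for OXYT and 13 for TILD. The median size of the log2 fold changes of the earlier DEGs went from 0.482 to 0.467 in CEFT, 0.536 to 0.352 in OXYT and 0.44 to 0.445 in TILD, so part of the loss is lost precision.

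**Figure D3:**
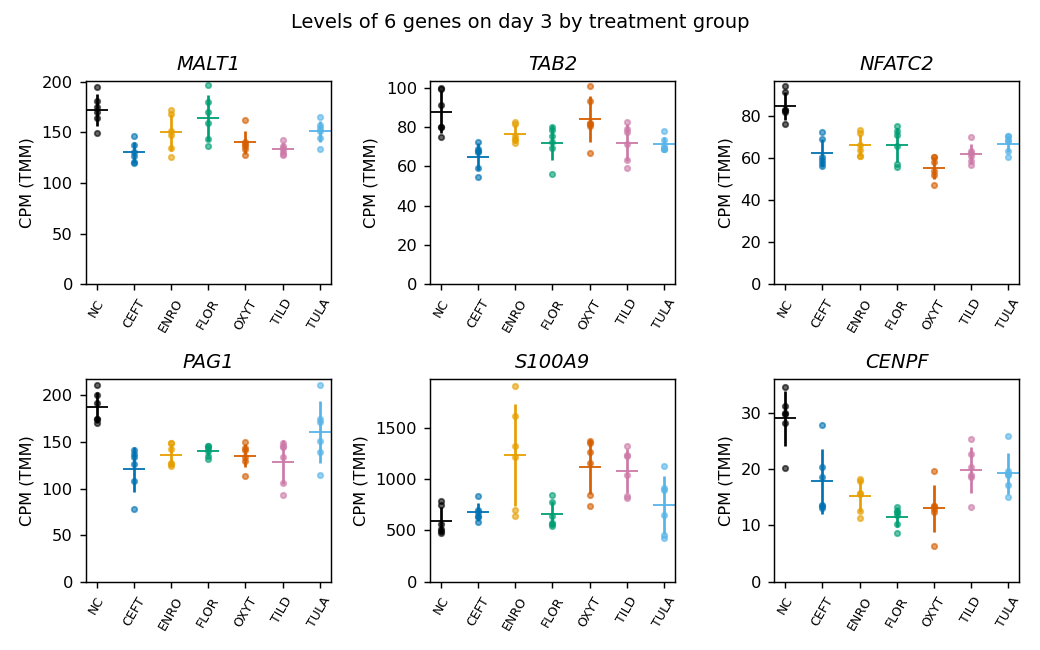
TMM-normalized CPM (vertical axis) of 6 genes on day 3 in the 7 groups (horizontal axis), with a point for each of the 6 animals and bars for the mean and SD. The panels show MALT1, TAB2, NFATC2 and PAG1 of T-cell signaling, S100A9 of neutrophils and CENPF of dividing cells.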

CEFT, TILD, and OXYT shared multiple functional enrichment pathways related to FcεRI-mediated NF-kB activation and T-cell receptor signaling, which were downregulated in these three treatment groups compared to NC at day 3 as seen in Figures 6, 7, respectively. For the latter pathway, CEFT shared genes with OXYT and TILD that were downregulated which included *RPS27A* and *TAB2*, respectively. 

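In CEFT on day 3, RPS27A, which encodes ubiquitin fused to a ribosomal protein, was 111 ± 92.8 CPM (SD, n = 6) against 342 ± 164 in NC (log2 fold change -1.63, standard error 0.51, adjusted p = 0.0948). TAB2, an adaptor of the kinase TAK1 upstream of NF-kB, was 64.9 ± 6.72 against 87.5 ± 10.8 CPM (log2 fold change -0.44, standard error 0.1, adjusted p = 0.0612). MALT1, the paracaspase of the complex that joins the receptor to NF-kB, was 131 ± 10.4 against 172 ± 15.4 CPM (adjusted p = 0.0456). SKP1, a part of ubiquitin ligase complexes, was 136 ± 48.4 against 212 ± 40 CPM (adjusted p = 0.0986). Leaving out 1 animal of either group at a time kept the call for MALT1 in 9 of 12 fits, for TAB2 in 6, and for RPS27A and SKP1 in 2. The direction stayed negative in all 12 fits for each of these genes. RPS27A varied together with other ribosomal protein genes, which made up 21 of the 57 genes with a rank correlation of at least 0.8 to it (one-sided Fisher's exact p = 5.5e-32 against 77 among 10953 genes). Its change from day 0 in CEFT was -1.41 relative to NC (adjusted p = 0.161).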

Genes uniquely identified for CEFT for T-cell receptor signaling included *TAB2, RPS27A, ITK, MALT1*, and *SKP1*. 

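In OXYT on day 3, ZAP70, the kinase bound to the activated T-cell receptor, was 199 ± 27.7 CPM (SD, n = 6) against 328 ± 43.8 in NC (log2 fold change -0.73, adjusted p = 0.04). CD3G, which carries the signal of that receptor into the cell, was 5.1 ± 2.22 against 14.7 ± 3.98 CPM (log2 fold change -1.53, standard error 0.27, adjusted p = 0.0418). PRKCQ, the protein kinase C of T cells, was 104 ± 13.8 against 137 ± 16.4 CPM (adjusted p = 0.098). RPS27A was 141 ± 41.5 CPM, and its log2 fold change of -1.29 did not pass the test (adjusted p = 0.126). With each animal left out in turn, ZAP70 was called in 12 of 12 fits, CD3G in 11, RPS27A in 1 and PRKCQ in 0. CD3G had a log2 fold change of -0.68 on day 0 already, before treatment.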

For this pathway, OXYT had two genes matching CEFT’s of the five that were downregulated: *ITK, RPS27A, PRKCQ, ZAP70*, and *CD3G*. Genes downregulated in the TILD cattle included *TAB2, NFKBIA, CUL1, CHUK, PAG1, BCL10*, and *NCK1*. 

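PAG1 was 129 ± 23.6 CPM (SD, n = 6) against 187 ± 16.6 in NC in TILD on day 3, the only 1 of these 7 genes past the test (log2 fold change -0.53, adjusted p = 0.078). It was called in 4 of the 12 fits that leave out 1 animal. The other 6 genes had negative log2 fold changes that did not pass. These were -0.28 for TAB2 (72 ± 9.35 CPM, adjusted p = 0.215), -0.41 for the NF-kB inhibitor NFKBIA (adjusted p = 0.393) and -0.34 for the kinase CHUK (adjusted p = 0.144). For the cullin CUL1 the value was -0.093 (adjusted p = 0.47), for the adaptor BCL10 -0.16 (adjusted p = 0.285) and for the adaptor NCK1 -0.21 (adjusted p = 0.136). MALT1, which the paper names for CEFT, was 134 ± 5.34 CPM in TILD (log2 fold change -0.36, adjusted p = 0.0573).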

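Some genes of the signals that turn a helper T cell toward the Th17 type were lower in OXYT and in TILD on day 3. Of 38 genes of Th17 cell differentiation, 5 were downregulated and 1 upregulated in OXYT (16 and 2 adjusted over the list alone), and 3 and 1 in TILD (4 and 1 adjusted over the list alone). NFATC2, a transcription factor that T-cell receptor signals activate, was 55.5 ± 5.27 CPM (SD, n = 6) against 85.2 ± 6.69 in NC in OXYT (log2 fold change -0.63, adjusted p = 0.0228), and its log2 fold change was -0.45 in TILD (adjusted p = 0.0451). It was called in 12 of 12 fits for OXYT and 10 of 12 for TILD when 1 animal was left out. JAK1, the kinase of many cytokine receptors, was 203 ± 48.3 against 351 ± 89.1 CPM in TILD (log2 fold change -0.79, adjusted p = 0.095). SMAD3, which carries the signal of transforming growth factor beta, had a log2 fold change of -0.89 in OXYT. In CEFT, where the list had 3 downregulated and 1 upregulated genes, NFATC2 was lower as well (log2 fold change -0.46, adjusted p = 0.0456). Camera with a correlation estimated for each list passed 0 lists on day 3 (lowest adjusted p 0.886), as on every sampling day, so it cannot tell the lists apart.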

OXYT and TILD shared one gene, *NFATC2*, related to Th17 cell differentiation at day 3 as seen in Figure 8. Complete findings of functional enrichment analyses at day 3 are found in Supplementary File S4.

**Table 2:** Number of enriched pathways identified for each treatment group at each timepoint.

Timepoint	CEFT	ENRO	FLOR	OXYT	TILD	TULA
Day 3	44	2	0	67	146	0
Day 7	31	42	6	6	9	0
Day 14	7	0	7	0	4	232
Day 21	1	0	132	0	162	8
Day 56	0	0	127	23	9	0

**Table 3:** Number of gene ontology terms identified for each treatment group at each timepoint.

Timepoint	CEFT	ENRO	FLOR	OXYT	TILD	TULA
Day 3	49	6	0	33	170	0
Day 7	7	116	100	24	1	0
Day 14	15	0	83	0	5	86
Day 21	1	0	53	0	185	4
Day 56	0	0	53	35	36	0

**Figure 6:**
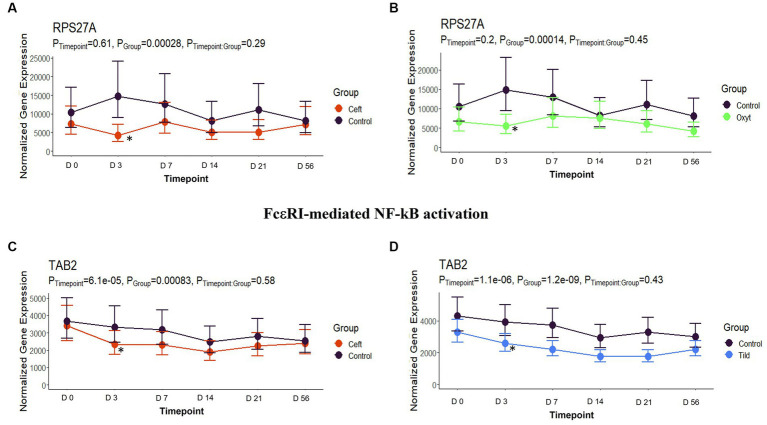
FcεRI-mediated NF- κβ activation gene expression for CEFT, OXYT, and TILD. **(A)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *RSP27A* for CEFT. **(B)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *RSP27A* for OXYT. **(C)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *TAB2* for CEFT. **(D)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *TAB2* for TILD. The dots represent the average gene expression level at that timepoint, and the bars represent the standard error of gene expression found at each timepoint in each group. NC is represented by the black lines.

**Figure 7:**
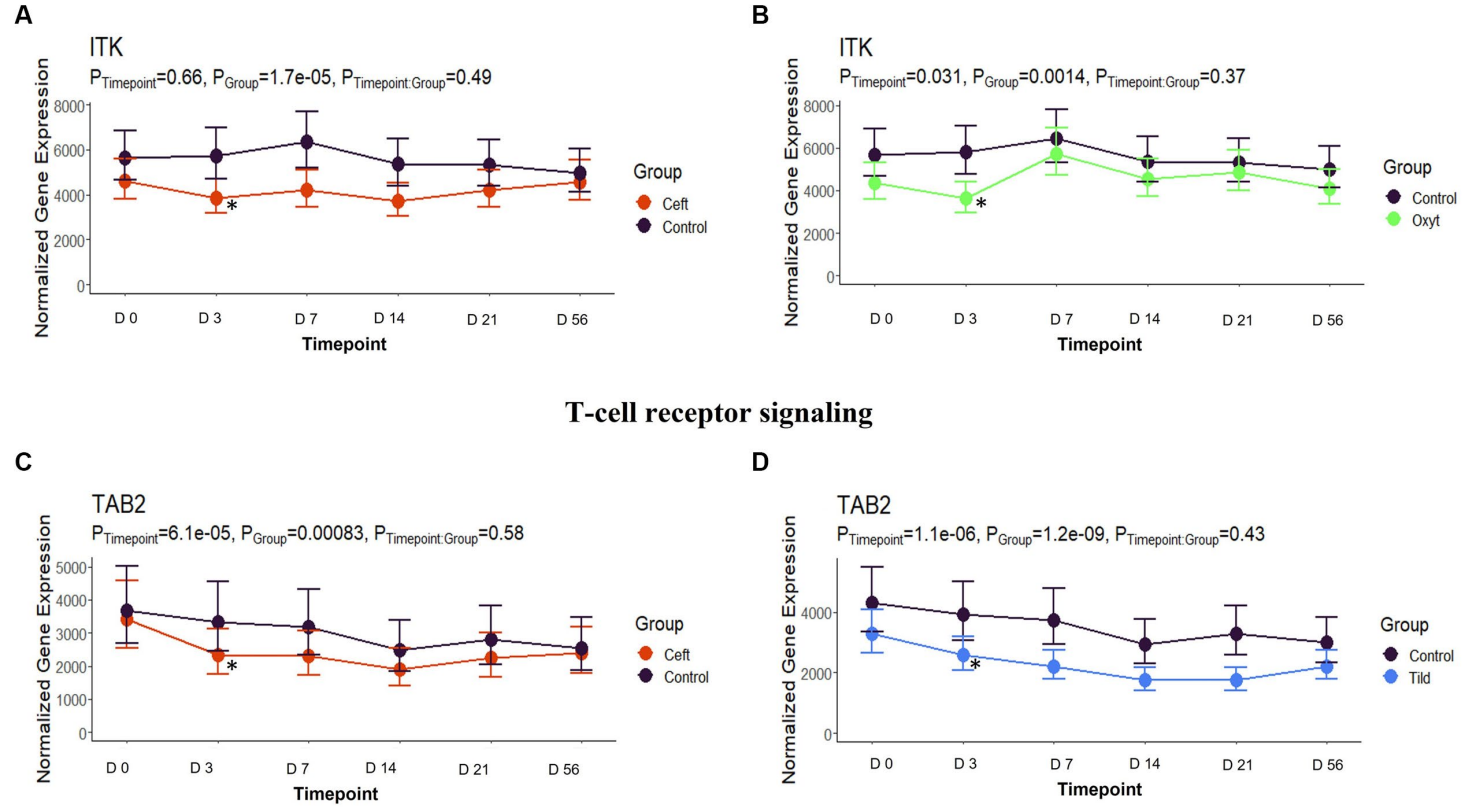
T-cell receptor signaling gene expression for CEFT, OXYT, and TILD. **(A)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *ITK* for CEFT. **(B)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *ITK* for OXYT. **(C)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *TAB2* for CEFT. **(D)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *TAB2* for TILD. The dots represent the average gene expression level at that timepoint, and the bars represent the standard error of gene expression found at each timepoint in each group. NC is represented by the black lines.

**Figure 8:**
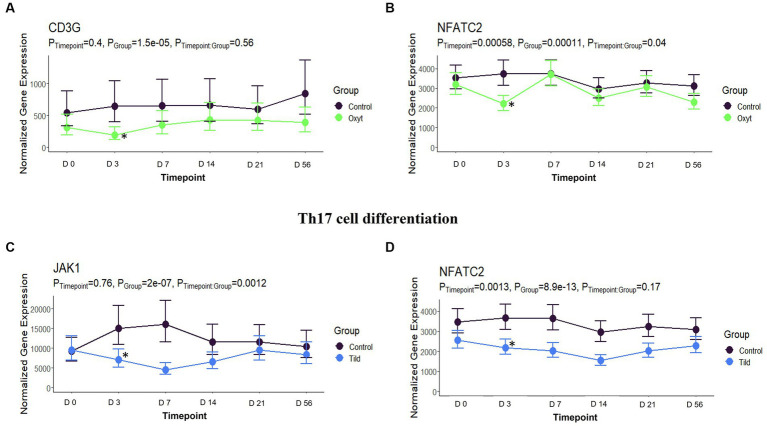
Th17 cell differentiation gene expression for OXYT and TILD. **(A)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *CD3G* for OXYT. **(B)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *NFATC2* for OXYT. **(C)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *JAK1* for TILD. **(D)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *NFATC2* for TILD. The dots represent the average gene expression level at that timepoint, and the bars represent the standard error of gene expression found at each timepoint in each group. NC is represented by the black lines.

In comparison to NC cattle at day 7, CEFT had 33 DEGs that enriched 31 pathways and seven GO terms. 

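No gene passed the test for CEFT on day 7, when plasma cell genes leaned higher. Of 10 plasma cell genes 4 were higher when adjusted over the list alone and 0 over all genes. By edgeR's quasi-likelihood test 2212 genes had an unadjusted p under 0.05, glmLRT called 55 and DESeq2 456. The count was 1 without NC12 and 170 without NC5. Measured as a change from day 0 relative to NC, 0 genes passed.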

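Between day 0 and day 7, some ubiquitin ligases and cell cycle genes rose in enrofloxacin-treated cattle relative to NC, and some granule, ribosomal and mitochondrial genes fell. Relative to NC, 1090 genes rose and 1101 fell between day 0 and day 7 in edgeR's fit with a block for each animal. Another split of the same 12 animals into 2 groups called 2983 genes, so chance is not excluded for this number. Of 43 ubiquitin ligases 13 rose and 2 fell, although the list holds genes the paper names. Of 28 cell cycle genes 8 rose, and of 74 genes of T-cell receptor signaling 12 rose and 4 fell. Of 19 neutrophil granule genes 8 fell, as did 13 of 78 ribosomal protein genes and 13 of 72 nuclear genes of oxidative phosphorylation. RPS9, a ribosomal protein, changed by -0.48 on the log2 scale (adjusted p = 0.046) and CYC1, a subunit of complex III, by -0.52 (adjusted p = 0.0189). Levels on day 7 itself differed from NC for 3 genes, all upregulated. These were the class I gene BoLA (log2 fold change 3.08), LOC112444559 (129 ± 26.9 against 42.5 ± 10.8 CPM, SD, n = 6) and the ubiquitin ligase RNF150 (117 ± 16.1 against 73.3 ± 5.25 CPM, log2 fold change 0.67, adjusted p = 0.0926). That number was 1 without Enro10, Enro2, Enro5, Enro6, NC1, NC12, NC13 or NC15 and 5 without Enro9. On day 0 the granule genes had a median log2 fold change of 1.35 against NC, so their fall starts from a higher level.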

With the greatest number of DEGs identified at this timepoint, ENRO had 301 unique DEGs with 42 pathways and 116 GO terms enhanced. 

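No gene passed for FLOR on day 7 by edgeR's quasi-likelihood test, with 1199 genes at an unadjusted p under 0.05, while glmLRT called 18 and DESeq2 75. Cell cycle genes, lower in this group on day 3, had 0 of 28 downregulated on day 7 (0 adjusted over the list alone). The count was 1 without NC1, and 0 genes passed the change from day 0.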

There was a decrease in DEGs in FLOR with eight uniquely identified genes that enriched six pathways and 100 GO terms. Similarly, OXYT had 10 DEGs that enriched six pathways and only 24 terms at day 7. 

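For OXYT on day 7 edgeR's quasi-likelihood test called 0 genes, with 1312 at an unadjusted p under 0.05, while glmLRT called 26 and DESeq2 136. SCD, a fatty acid desaturase chosen after its values were seen, was 33.4 ± 6.84 CPM (SD, n = 6) against 43.1 ± 7.4 in NC on day 7 (log2 fold change -0.37, adjusted p = 0.705), after a log2 fold change of -0.77 on day 3 (adjusted p = 0.04). The change from day 0 passed for 1 gene on this day.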

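In TILD cattle on day 7, 21 genes were upregulated and 1 downregulated, and 18 of them are loci without a gene name. RASSF1, a tumor suppressor that binds microtubules, was 36.3 ± 12.4 CPM (SD, n = 6) against 11.1 ± 3.01 in NC (log2 fold change 1.72, standard error 0.26, adjusted p = 0.0413). CCDC69, a protein of the mitotic spindle, was 156 ± 52.7 against 50.4 ± 11.5 CPM, and the lipid phosphatase LPIN3 was 17.6 ± 4.22 against 5.69 ± 1.51 CPM. PYGO1, a cofactor of Wnt signaling, was the downregulated gene, at 17.6 ± 2.44 against 27.9 ± 3.07 CPM. Of the 22, 22 had the same sign on day 0, where the upregulated genes had a median log2 fold change of 1.07, and 0 passed the change from day 0. Leaving out 1 animal gave 6 without Tild10, 7 without NC1, NC15, NC7 or Tild2, 11 without NC12 or Tild3, 14 without Tild5 or Tild7 and 48 without NC5.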

For TILD, 86 DEGs were found that enriched nine pathways and one GO term, which was the positive regulation of T-cell apoptotic process. 

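For TULA on day 7, 0 genes passed the quasi-likelihood test of edgeR, with 746 at an unadjusted p under 0.05, while glmLRT called 16 and DESeq2 26. In the change from day 0, 2 genes passed on this day.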

There were not enough DEGs (*n* = 1) shared between edgeR and glmmSeq results to perform functional enrichment on TULA at day 7. At this timepoint, ENRO and CEFT enriched for Class I major histocompatibility complex (MHC) mediated antigen processing and presentation pathways (Figure 9), while CEFT and FLOR had DEGs that affected IL-17 signaling pathways (Figure 10). For the pathway related to Class I MHC, DEGs identified for CEFT, *FBXO9* and *SKP1*, were downregulated while DEGs for ENRO (*TRIP12, HECTD1, ASB7, KLHL42, HERC3, RNF6*, and *CUL1*) were upregulated. Similarly, DEGs for CEFT were downregulated compared to upregulated DEGs for FLOR related to an IL-17 signaling pathway. 

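For CEFT on day 7, the 2 genes were lower than in NC without passing the test. FBXO9, which selects targets for a ubiquitin ligase, was 145 ± 12.8 CPM (SD, n = 6) against 210 ± 77.9 in NC (log2 fold change -0.55, adjusted p = 0.358), and SKP1 was 139 ± 18.1 against 232 ± 58.4 CPM (log2 fold change -0.75, adjusted p = 0.356). For ENRO, 6 ubiquitin ligase genes were higher on day 7 without passing the test of that day. TRIP12 was 200 ± 23.7 against 169 ± 23.5 CPM (log2 fold change 0.23, adjusted p = 0.359). The log2 fold changes of ASB7, KLHL42, HERC3, RNF6 and CUL1 lay between 0.18 and 0.39. Measured as a change from day 0 relative to NC, 4 of the 6 rose, with adjusted p values of 0.0588 (RNF6), 0.0717 (ASB7), 0.0782 (TRIP12) and 0.0965 (HERC3). KLHL42 (adjusted p = 0.223) and CUL1 (adjusted p = 0.325) did not pass. Of the 43 ubiquitin ligases, 19 were higher in ENRO on day 7 when adjusted over the list alone, and 0 over all genes.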

CEFT genes included *CXCL8* and *TNFAIP3*, and one DEG was identified for FLOR in relation to this pathway, *CEBPB*. 

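CXCL8, the chemokine that draws neutrophils, was 4.38 ± 2.27 CPM (SD, n = 6) against 15.7 ± 11.5 in NC in CEFT on day 7 (log2 fold change -1.86, adjusted p = 0.356). TNFAIP3, an inhibitor of NF-kB that NF-kB itself induces, was 27.4 ± 2.59 against 48.3 ± 27.4 CPM (log2 fold change -0.83, adjusted p = 0.358). In both, the SD of the NC animals is about as large as the difference between the groups. CEBPB, a transcription factor of inflammatory genes, was 6.86 ± 11.5 against 0.371 ± 0.107 CPM in FLOR (log2 fold change 4.21, standard error 1.20, adjusted p = 0.771), where the SD exceeds the mean. None of the 3 genes was called in any of the 12 fits that leave out 1 animal.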

Complete findings of functional enrichment analyses at day 7 are found in Supplementary File S5.

**Figure 9:**
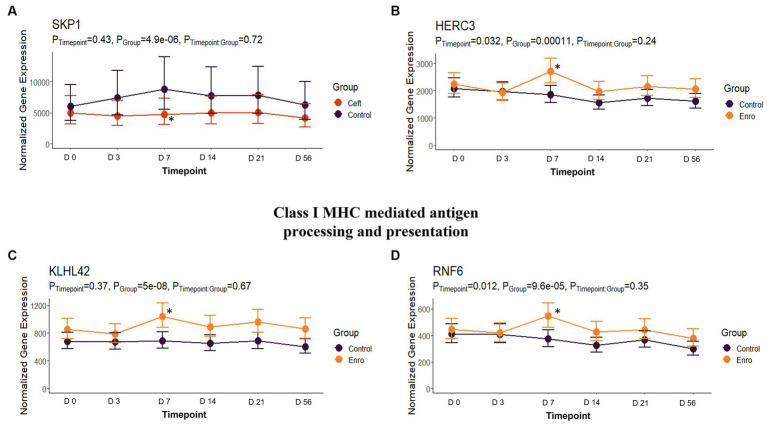
Class I MHC mediated antigen processing and presentation gene expression for CEFT and ENRO. **(A)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *SKP1* for CEFT. **(B)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *HERC3* for ENRO. **(C)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *KLHL42* for ENRO. **(D)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *RNF6* for ENRO. The dots represent the average gene expression level at that timepoint, and the bars represent the standard error of gene expression found at each timepoint in each group. NC is represented by the black lines.

**Figure 10:**
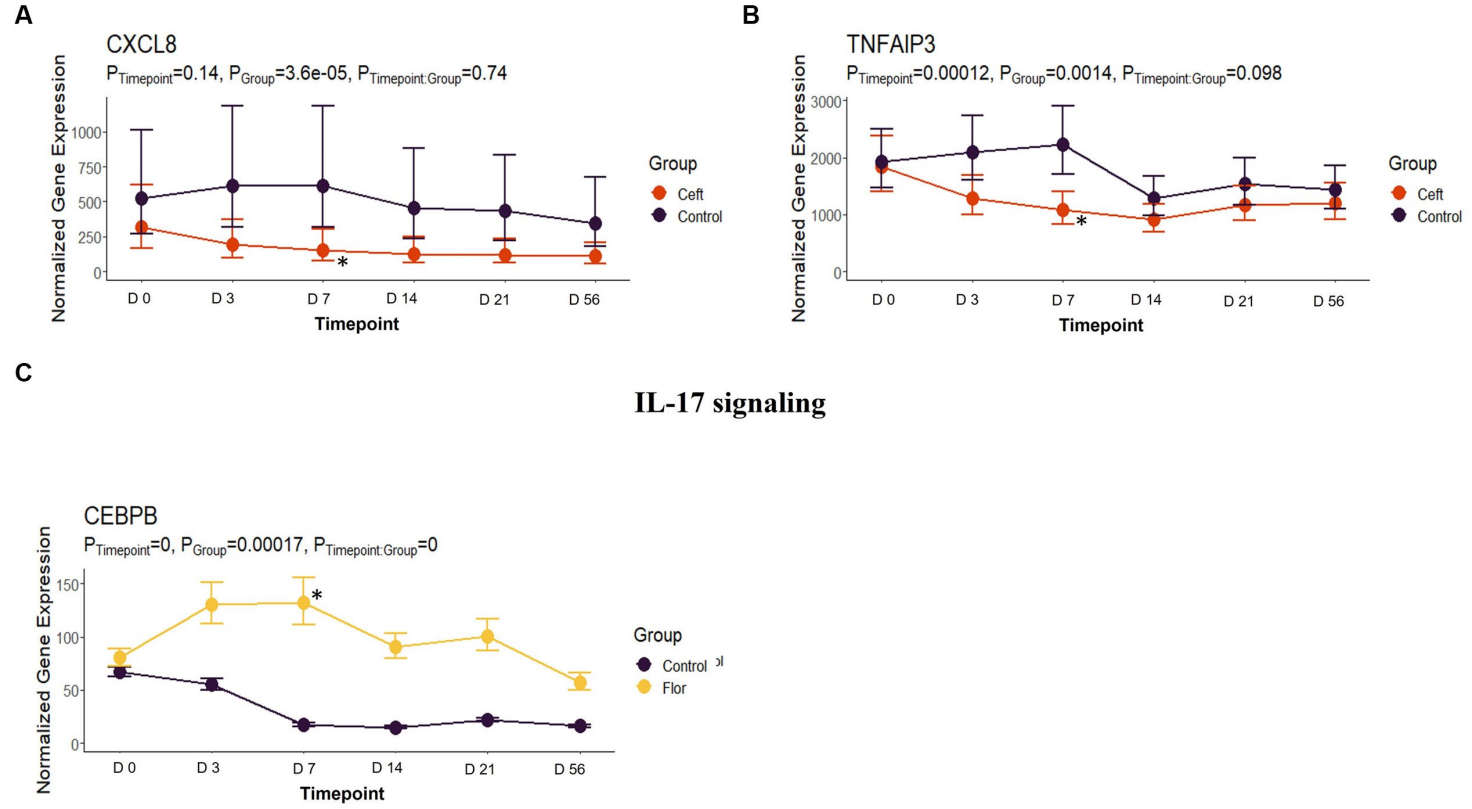
IL-17 signaling gene expression for CEFT and FLOR. **(A)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *CXCL8* for CEFT. **(B)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *TNFAIP3* for CEFT. **(C)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *CEBPB* for FLOR. The dots represent the average gene expression level at that timepoint, and the bars represent the standard error of gene expression found at each timepoint in each group. NC is represented by the black lines.

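Some ribosomal protein genes were higher and a few of cholesterol synthesis lower in CEFT than in NC cattle on day 14. Of 78 ribosomal protein genes 25 were upregulated and 0 downregulated (56 and 3 adjusted over the list alone), and 17 rose from day 0 relative to NC. RPS12 was 2030 ± 227 CPM (SD, n = 6) against 986 ± 60.2 in NC (log2 fold change 1.02, standard error 0.093, adjusted p = 0.00143), and its change from day 0 was 0.98 (adjusted p = 0.000932). RPL21 was 1350 ± 196 against 636 ± 66 CPM. Of 72 nuclear genes of oxidative phosphorylation 3 were upregulated (29 adjusted over the list alone), such as UQCR10 of complex III at a log2 fold change of 0.62. Of 23 cholesterol synthesis genes 2 were downregulated (8 adjusted over the list alone), among them SQLE at 52.8 ± 1.81 against 75 ± 10.7 CPM, and 5 fell from day 0 relative to NC. PSAP, the precursor of lysosomal saposins, was 163 ± 176 against 6.6 ± 5.55 CPM, with an SD above its mean. In all, 40 genes were upregulated and 10 downregulated, and 27 of the 50 also passed the change from day 0. The count was 11 without NC15, 16 without Ceft6, 17 without Ceft4 or Ceft5, 18 without Ceft3, 20 without NC12, 22 without Ceft10, 23 without NC1, 25 without NC7 and 31 without NC13. It was 5 without libraries high in muscle, skin or connective tissue genes and 0 after ComBat_seq on lane.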

At day 14, there were 29 unique DEGs identified for CEFT with seven and 15 pathways and GO terms enriched, respectively. There were not enough DEGs (*n* = 2) shared between edgeR and glmmSeq analyses for ENRO at day 14 to perform functional enrichment. For FLOR, seven DEGs that enriched for seven pathways and 83 GO terms were identified. There were not enough DEGs (n = 1) identified at day 14 for OXYT to perform functional enrichment. TILD had 116 unique DEGs that enriched four pathways and five GO terms at this timepoint. 

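In TILD cattle on day 14, 27 genes were upregulated and 11 downregulated. RPL38, a ribosomal protein, was 410 ± 80.2 CPM (SD, n = 6) against 230 ± 19.8 in NC (log2 fold change 0.83, standard error 0.13, adjusted p = 0.0466), the only 1 of 78 ribosomal protein genes called, while 33 were higher and 2 lower adjusted over the list alone. HSD17B12, which elongates fatty acids, was 18.4 ± 2.62 against 31.2 ± 6.29 CPM, and 11 of 23 cholesterol synthesis genes were lower adjusted over the list alone (0 over all genes). ERAP1, which trims peptides for MHC class I, was 37.9 ± 6.36 against 66.5 ± 11.8 CPM. LPIN3 was at a log2 fold change of 1.41, near its value of 1.29 before treatment. The change from day 0 passed for 2 of the 38 DEGs. The count was 2 without Tild10, 4 without NC1 or NC15, 5 without Tild5, 8 without Tild7, 14 without NC12, 16 without NC7, 18 without NC13, 104 without Tild2 and 911 without NC5. It was 0 without libraries high in muscle, skin or connective tissue genes.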

For TULA, 32 DEGs were identified, and the most pathways at 232 and 86 terms were enriched. No shared pathways between treatments were identified. There were 19 pathways and eight GO terms enriched for TULA related to NF- κβ activation, and interleukin and interferon signaling. Three genes were enriched for these pathways and included *RPS27A, IFNG*, and *CD48*. 

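For TULA on day 14, RPS27A was 65.8 ± 27.3 CPM (SD, n = 6) against 192 ± 87.1 in NC (log2 fold change -1.56, adjusted p = 0.518). IFNG, interferon gamma, was 0.114 ± 0.0626 against 0.53 ± 0.148 CPM (log2 fold change -2.19, adjusted p = 0.518). CD48, a surface partner of the receptor CD244 on lymphocytes, was 165 ± 37.6 against 275 ± 84.8 CPM (log2 fold change -0.75, adjusted p = 0.518). None of the 3 passed the test, and RPS27A and CD48 were called in 1 of the 12 fits that leave out 1 animal. Of 28 cell cycle genes, 19 were lower adjusted over the list alone and 0 over all genes, and 29 of 78 ribosomal protein genes were lower and 5 higher adjusted over the list alone. In this comparison edgeR's quasi-likelihood test called 0 genes, with 1662 at an unadjusted p under 0.05, while glmLRT called 57 and DESeq2 206. The count was 1 without Tula4 and 476 without NC5. Measured as a change from day 0 relative to NC, 18 genes passed on this day.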

See Figure 11. Complete findings of functional enrichment analyses at day 14 are found in Supplementary File S6.

**Figure 11:**
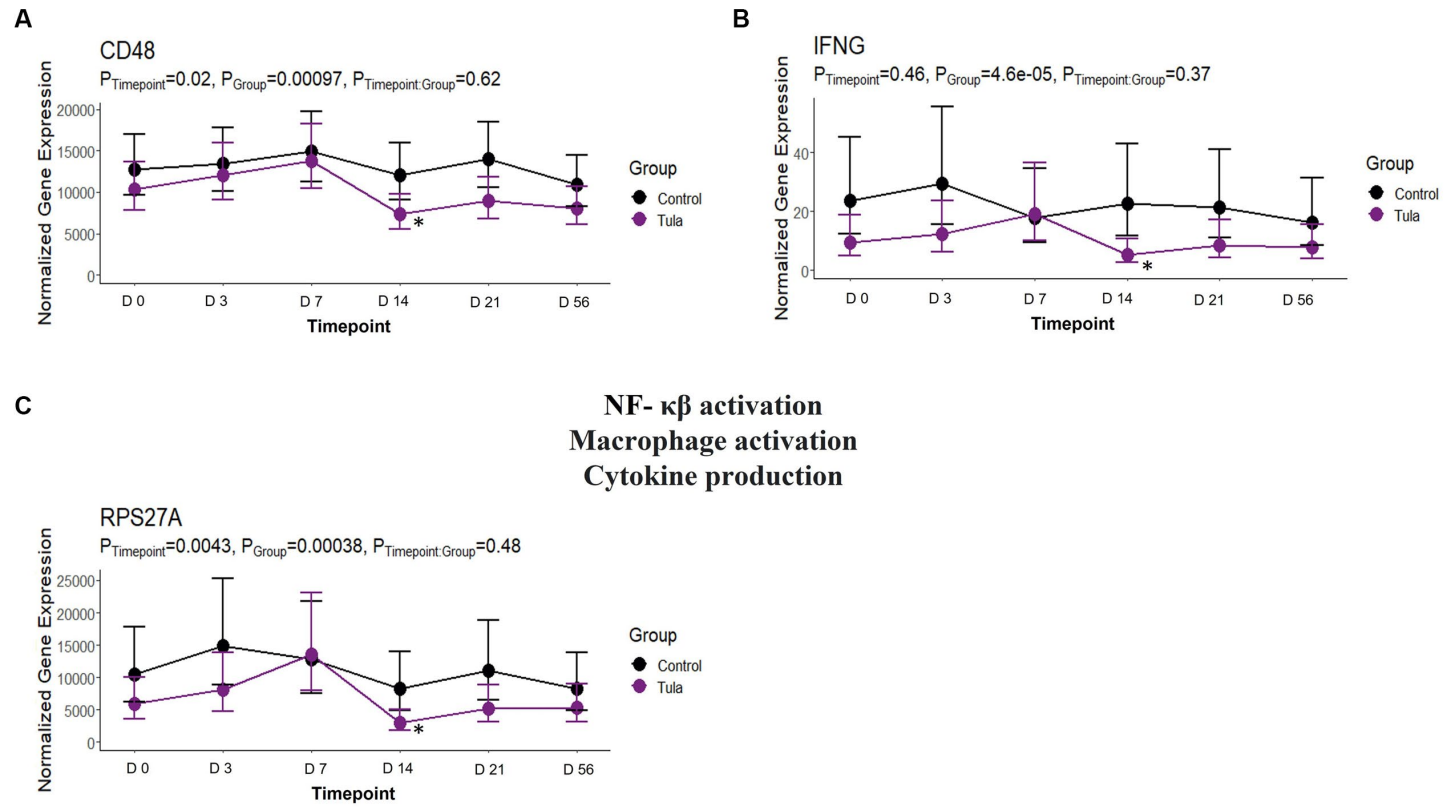
Gene expression downregulated by TULA at T4, day 14, related to NF – κβ activation, macrophage activation, and cytokine production. **(A)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *CD48* for TULA. **(B)** T Trended normalized averages calculated from log_10_ transformed gene expression over time of *IFNG* for TULA. **(C)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *RPS27A* for TULA. The dots represent the average gene expression level at that timepoint, and the bars represent the standard error of gene expression found at each timepoint in each group. NC is represented by the black lines.

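No gene passed for CEFT on day 21 by edgeR's quasi-likelihood test, where 2123 genes had an unadjusted p under 0.05, while glmLRT called 83 and DESeq2 446. Interferon-stimulated genes, of which 3 were upregulated in this group on day 3, leaned lower on day 21, with 15 of 42 past the test adjusted over the list alone and 0 over all genes. In the fit of all 7 groups of the day, 517 genes were called for CEFT. The change from day 0 passed for 1 gene.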

When compared to NC, 104 unique DEGs were identified for CEFT at day 21, and they enriched for one Reactome pathway and one GO term. There were not enough DEGs (*n* = 1) shared between edgeR and glmmSeq for ENRO at day 21 to perform functional enrichment. FLOR had five DEGs that enriched for 132 pathways and 53 GO terms at this timepoint. OXYT had three DEGs identified, but they could not be annotated to perform functional enrichment. 

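On day 21, TILD cattle had 12 upregulated and 6 downregulated genes by edgeR's quasi-likelihood test, and 3686 genes at an unadjusted p under 0.05. ULK3, a kinase of autophagy, was 220 ± 13.1 CPM (SD, n = 6) against 150 ± 20.2 in NC (log2 fold change 0.56, standard error 0.099, adjusted p = 0.0993), and it also rose from day 0 relative to NC (log2 change 0.54, adjusted p = 0.0755). EVI2A, a membrane protein of leukocytes, was 6.53 ± 3.08 against 33.4 ± 10.4 CPM (log2 fold change -2.36, adjusted p = 0.0544) and fell from day 0 relative to NC (adjusted p = 0.0574). OCSTAMP, which acts in the fusion of macrophages, was 5.63 ± 1.92 against 1.61 ± 0.503 CPM. CENPH, a kinetochore protein, was 4.11 ± 0.681 against 7.99 ± 1.28 CPM. Of 26 red cell precursor genes 14 were lower adjusted over the list alone, and 0 over all genes. Relative to NC, 18 genes rose and 121 fell between day 0 and day 21. That count of 139 was 5 with RLE factors, 4 with no filter, 3 with another dispersion trend and 112 by limma voom, and another split of the same 12 animals called 2713. The number of DEGs was 0 without NC12, NC15, NC7, Tild10, Tild2 or Tild7, 3 without Tild3, 6 without Tild8, 10 without NC13, 31 without NC5 and 3442 without NC1. DESeq2 called 2098 genes, glmLRT 818 and the fit of all 7 groups 3141.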

Once again, with the largest number of DEGs, 2,107 genes were identified for TILD and enriched for 162 pathways and 185 GO terms. TULA had 63 unique DEGs in common between edgeR and glmmSeq that enriched eight pathways and four GO terms. 

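No gene passed for TULA on day 21 by edgeR's quasi-likelihood test, where 2525 genes had an unadjusted p under 0.05, while glmLRT called 237 and DESeq2 925. Ribosomal protein genes leaned lower, with 27 of 78 past the test adjusted over the list alone and 0 over all genes. The fit of all 7 groups of that day called 296 genes for TULA.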

There were no shared pathways between any treatment groups. 

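In TILD on day 21, 6 genes of ubiquitin transfer, cell adhesion and phosphoinositide signaling that the paper names were lower than in NC, and none passed the test. RAP1B, a GTPase of cell adhesion, was 175 ± 54.6 CPM (SD, n = 6) against 298 ± 80.5 in NC (log2 fold change -0.78, adjusted p = 0.139). PIK3CA, the catalytic subunit of phosphoinositide 3-kinase, was 38.1 ± 7.1 against 56.3 ± 18.1 CPM (log2 fold change -0.57, adjusted p = 0.191). The ubiquitin ligase WWP1 was 32.7 ± 6.26 against 47.4 ± 12.1 CPM (log2 fold change -0.55, adjusted p = 0.161). FBXO9, RNF14 and UBE2Q2 had log2 fold changes of -0.64, -0.36 and -0.49 (adjusted p = 0.138, 0.235 and 0.166). Each of the 6 genes was called in 1 of the 12 fits that leave out 1 animal. UBE2Q2 fell from day 0 relative to NC (adjusted p = 0.0971). Of 43 ubiquitin ligases, a list that includes genes the paper names, 18 were lower and 1 higher adjusted over the list alone and 0 over all genes. Of the 29 genes of NF-kB activation downstream of FcεRI, 11 were lower and 5 higher adjusted over the list alone.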

At day 21, TILD had 13 enriched pathways related to cytokine signaling in the immune system as shown in Figure 12. Complete findings of functional enrichment analyses at day 21 are found in Supplementary File S7.

**Figure 12:**
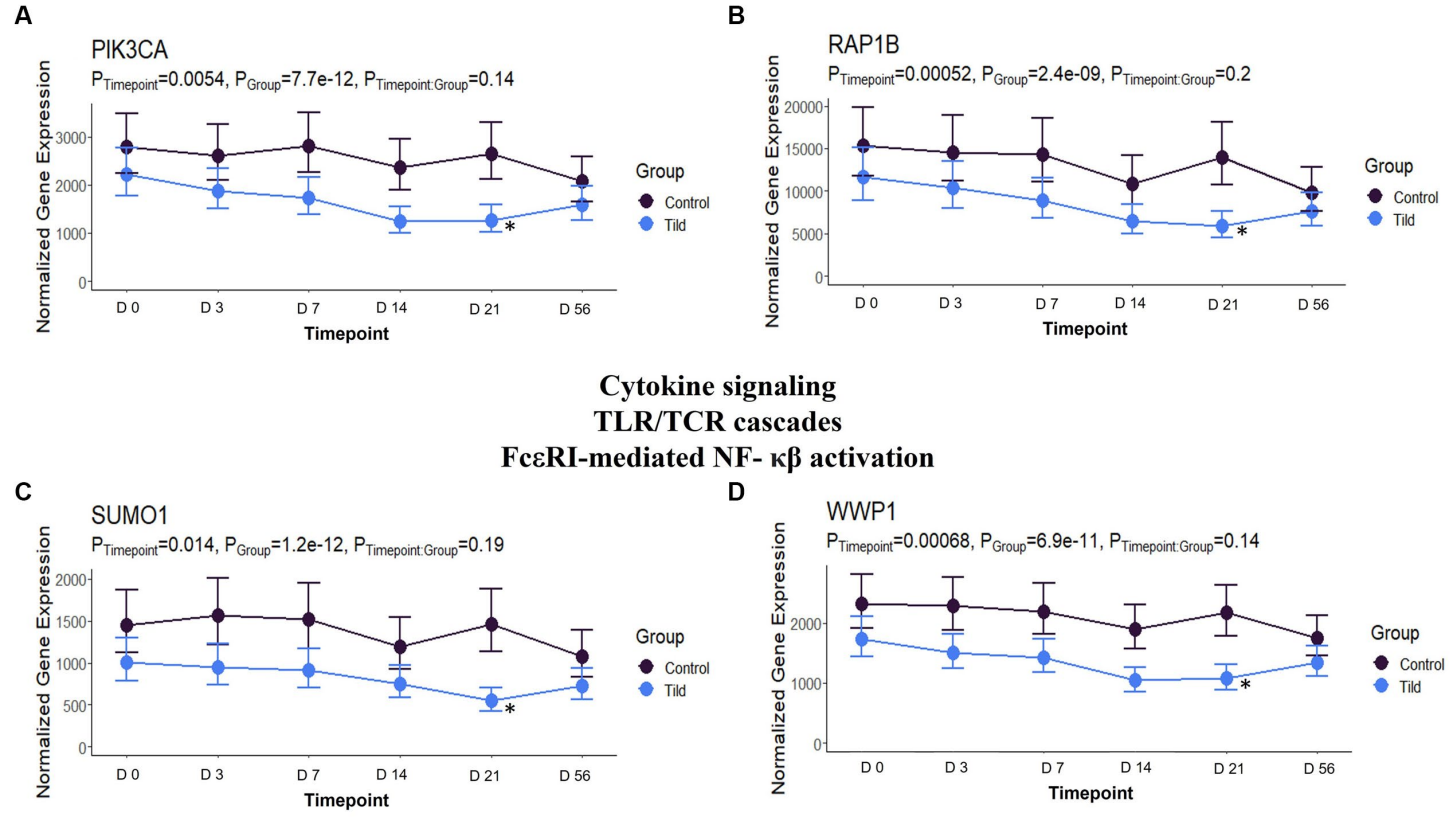
Gene expression downregulated by TILD at T5, day 21, related to cytokine signaling, Toll-like receptor/T-cell receptor cascades, and FcεRI-mediated NF- κβ activation. **(A)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *PIK3CA* for TILD. **(B)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *RAP1B* for TILD. **(C)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *SUMO1* for TILD. **(D)** Trended normalized averages calculated from log_10_ transformed gene expression over time of *WWP1* for TILD. The dots represent the average gene expression level at that timepoint, and the bars represent the standard error of gene expression found at each timepoint in each group. NC is represented by the black lines.

At day 56, CEFT and ENRO did not have enough DEGs (n = 1, n = 2, respectively) to perform functional enrichment. However, FLOR had three DEGs that enriched for 127 pathways and 53 GO terms. 

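For CEFT on day 56, 0 genes passed edgeR's quasi-likelihood test, with 821 at an unadjusted p under 0.05, while glmLRT called 12 and DESeq2 41. ENRO had 1 DEG, the MHC class I gene BoLA, at 549 ± 128 CPM (SD, n = 6) against 24.7 ± 12.4 in NC (log2 fold change 4.47, adjusted p = 0.00166). Its change from day 0 relative to NC was 0.72 (adjusted p = 0.782), and it was the only DEG of ENRO on days 14, 21 and 56.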

There were nine DEGs for OXYT that enriched 23 pathways and 35 GO terms. 

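SCD and DCUN1D3 were lower in OXYT cattle on day 56 and were the 2 DEGs of that day. SCD, a fatty acid desaturase, was 25.6 ± 2.17 CPM (SD, n = 6) against 44.7 ± 4.21 in NC (log2 fold change -0.81, standard error 0.085, adjusted p = 0.00818), and its change from day 0 relative to NC was -0.66 (adjusted p = 0.0339). DCUN1D3, which helps attach NEDD8 to cullins, was 0.622 ± 0.294 against 6.88 ± 4.01 CPM (log2 fold change -3.46, adjusted p = 0.0384). As a change from day 0 relative to NC, 167 genes rose and 151 fell on day 56. Of 23 cholesterol synthesis genes 2 fell in that fit, and 10 were lower on the day itself adjusted over the list alone. Of 28 cell cycle genes 15 were lower and 1 higher adjusted over the list alone.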

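On day 56 TILD cattle had 19 upregulated and 3 downregulated genes, 17 of them loci without a gene name. DCAF11, a substrate receptor of a cullin ligase, was 36.2 ± 11.9 CPM (SD, n = 6) against 10.6 ± 4.3 in NC (log2 fold change 1.78, standard error 0.30, adjusted p = 0.0893). The fatty acid desaturase SCD was 31.1 ± 2.96 against 44.7 ± 4.21 CPM (log2 fold change -0.52, adjusted p = 0.0893), and the lipid phosphatase LPIN3 was 19.2 ± 5.73 against 7.18 ± 1.55 CPM. Of the 22, 22 had the same sign on day 0, and 0 passed the change from day 0. The count was 0 without NC1, NC12, NC15, NC5, Tild10, Tild5, Tild7 or Tild8, 2 without NC13 or Tild3, 9 without Tild2 and 10 without NC7.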

For TILD, there were 13 DEGs shared between analyses that coded for nine pathways and 36 GO terms. TULA only had one DEG identified that did not enrich any pathways or terms. 

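For TULA on day 56 the quasi-likelihood test of edgeR called 0 genes, with 1478 at an unadjusted p under 0.05, while glmLRT called 50 and DESeq2 290. Of 78 ribosomal protein genes 38 were lower adjusted over the list alone and 0 over all genes. SCD, chosen after its values were seen, was 34.3 ± 3.24 CPM (SD, n = 6) against 44.7 ± 4.21 in NC (log2 fold change -0.39, adjusted p = 0.286).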

There were no specific pathways shared among treatment groups at this timepoint. Complete findings of functional enrichment analyses at day 56 are found in Supplementary File S8.

For timepoint:group interactions, unique DEGs (FDR ≤ 0.05) were found for CEFT (*n* = 339), ENRO (*n* = 257), FLOR (*n* = 319), OXYT (*n* = 236), TILD (*n* = 373), and TULA (*n* = 276) (Supplementary File S3). 

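Genes of ribosomes, mitochondria and muscle (CEFT), of T cells and granules (ENRO) and of the cell cycle (FLOR) were among those whose course over the days differed from that of NC. The interaction was called for 590 genes in CEFT, 1345 in ENRO, 22 in FLOR, 347 in OXYT, 0 in TILD and 3 in TULA at an adjusted p of at most 0.05, in edgeR's quasi-likelihood fit of 72 libraries with a block for each animal. In TILD 2489 genes had an unadjusted p under 0.05. On simulated counts for CEFT and NC this fit called 24 unchanged genes beside 118 changed ones, more than its threshold of 0.05 allows. On single days at 0.1, the change from day 0 was called for 328 genes on day 3 and 308 on day 14 in CEFT, 2191 on day 7 in ENRO, 318 on day 56 in OXYT, and 139 on day 21 in TILD. The 328 of CEFT became 0 without libraries high in tissue genes, 0 with no filter and 2 by limma voom. Other splits of the same animals called up to 2983 genes for ENRO on day 7 and 2713 for TILD on day 21. Averaged over all 6 days, the group effect of limma voom with animal as a random effect was called for 222 genes in CEFT, 120 in ENRO, 250 in FLOR, 140 in OXYT, 1217 in TILD and 159 in TULA. After ComBat_seq on lane these were 3, 116, 58, 2, 20 and 8.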

Functional enrichment was performed for each timepoint:group comparison. There were 14 pathways and 32 GO terms for CEFT, primarily related to cell scavenging, cell surface activity and reception, ion binding and transport, and sarcomere and myosin activity. 

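Genes of the sarcomere and others of skeletal muscle were higher in CEFT than in NC on day 3. Of 25 skeletal muscle genes, 18 were upregulated on day 3 with a median log2 fold change of 7.09 over the list, and 15 had a treatment by day interaction (23 adjusted over the list alone). ACTA1, the actin of skeletal muscle, was 53.6 ± 78.5 CPM (SD, n = 6) against 0.0176 ± 0.0432 in NC (adjusted p = 0.0456). CKM, muscle creatine kinase, and MB, myoglobin, had 0 counts in all 6 NC libraries and were at least 2300-fold and 1440-fold higher in CEFT, against a floor of 3 counts over the group. MYH2, TNNT1 and MYL1 of the sarcomere were at least 680-fold, 598-fold and 390-fold higher on the same floor. For ACTA1 the SD above the mean shows that single animals carry most of the signal. The 25 genes summed to 796 CPM in Ceft10 on day 3 and to between 50.4 and 796 CPM (median 106) over the 6 CEFT animals, against 40.6 to 58.8 CPM (median 52.8) in NC. In 5 of 6 CEFT animals the sum was above that of every NC animal on day 3. Outside Ceft10 and Ceft5 it was at most 109 CPM, though, and NC12 reached 130 CPM on day 14. COL3A1, a collagen of connective tissue, reached 220 CPM in Ceft5 and 186 CPM in Ceft10 on that day. Ribosomal protein genes had 13 of 78 with an interaction in CEFT (33 adjusted over the list alone), genes of oxidative phosphorylation 11 of 72 (44 adjusted over the list alone) and proteasome genes 4 of 39 (23 adjusted over the list alone). Without the libraries high in muscle, skin or connective tissue genes, the interaction was called for 74 genes in place of 590.

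**Figure D4:**
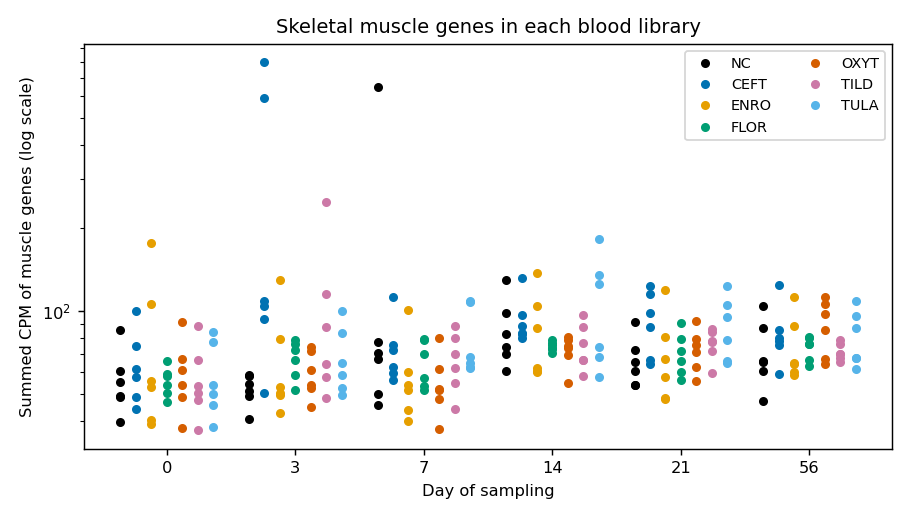
Summed TMM-normalized CPM of 25 skeletal muscle genes (vertical axis) in each of the 252 libraries, by sampling day (horizontal axis) and group. The highest value is 796 CPM, in a CEFT animal on day 3.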

For ENRO, there were 6 pathways and 13 GO terms enriched, including the upregulation synthesis of prostaglandins and thromboxanes, chloride and calcium channel/cell membrane activity, and cell membrane synapse and depolarization. 

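In ENRO, some genes of T cells and of neutrophil granules had a different course over the days than in NC. Of 74 genes of T-cell receptor signaling 12 had an interaction (17 adjusted over the list alone), and of 19 neutrophil granule genes 9 (11 adjusted over the list alone). Genes of the synthesis of prostaglandins, thromboxanes and leukotrienes had 2 of 16 (2 adjusted over the list alone), and 3 of the 16 fell from day 0 relative to NC on day 7. Of 16 genes of lipopolysaccharide binding and defense, a list that holds genes the paper names, 7 had an interaction (8 adjusted over the list alone) and 6 fell on day 7. CENPF, a kinetochore protein chosen after its values were seen, changed by 1.05 on the log2 scale on day 7. On the other single days the change from day 0 was called for 0 (day 3), 1 (day 14), 0 (day 21) and 0 genes (day 56).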

For FLOR, there were 2 pathways and 15 GO terms, related to lipopolysaccharide binding, hydrogen peroxide biosynthesis, collagen and intermediate filament organization, and defense against gram-negative bacteria. 

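Genes of cell division and of the glucocorticoid response were among those with the smallest interaction p in FLOR. RRM2 changed by -1.33 and CENPF by -0.91 on the log2 scale between day 0 and day 3 relative to NC, and FKBP5 by 0.94, all chosen after their values were seen. Of 28 cell cycle genes 3 had an interaction (24 adjusted over the list alone). Of 16 genes of lipopolysaccharide binding and defense, a list that holds genes the paper names, 0 had one (5 adjusted over the list alone). LBP, which presents lipopolysaccharide to immune cells, averaged 0.131 CPM (adjusted p of the interaction 0.656). The cathelicidins CAMP, CATHL1 and CATHL2, antimicrobial peptides of neutrophil granules, averaged 0.248, 0.925 and 2.1 CPM (adjusted p = 0.437, 0.256 and 0.752), and ADGRB1, an adhesion receptor, 0.263 CPM (adjusted p = 0.868). At levels under 1 CPM only a large difference can be detected.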

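Genes of T cells and platelets had an interaction in OXYT, in small numbers. Of 74 genes of T-cell receptor signaling 3 had one (9 adjusted over the list alone) and of 20 platelet genes 1 (9 adjusted over the list alone). TFDP1, a partner of the E2F factors of the cell cycle, changed by 0.52 on the log2 scale between day 0 and day 56 relative to NC, a gene chosen after its values were seen. The change from day 0 was called for 0, 1, 1 and 0 genes at the 4 earlier samplings.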

For OXYT, there was enrichment for only 1 pathway and 3 GO terms, of which were relatively non-specific and unrelated to immunomodulation. For TILD, there were 4 pathways and 14 GO terms enriched, related to the positive regulation of neutrophil chemotaxis, extracellular matrix structure and receptor interaction, and autophagy. 

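In TILD no gene reached the threshold of the interaction, and the lowest adjusted p was 0.129 among genes with a symbol and a mean of at least 2 CPM. MAP4K5, a kinase of stress signaling, and ULK3, a kinase of autophagy, were at that value, and both were chosen after their values were seen. Adjusted over the list alone, 12 of 25 skeletal muscle genes, 4 of 13 glucocorticoid response genes and 3 of 16 genes of lipopolysaccharide binding and defense had an interaction, and 0 over all genes. On day 3, 4 of 6 TILD animals had a higher sum of skeletal muscle genes than any NC animal. Outside Tild7 that sum was at most 115 CPM, though, and NC12 reached 130 CPM on day 14.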

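In TULA the interaction was called for 3 genes, and none of the gene lists had a member called. Among genes with a symbol and a mean of at least 2 CPM, MID2, a ubiquitin ligase bound to microtubules, had the lowest adjusted p, at 0.114, and was chosen after its values were seen. Changes from day 0 were called for 2 genes on day 7 and 18 on day 14, and for 0 on days 3, 21 and 56.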

For TULA, no pathways were enriched, and there were 11 GO terms, which corresponded with carbohydrate binding, ion transport and binding, extracellular matrix structure, and defense response against gram-positive bacterium. Complete findings of functional enrichment analyses for timepoint:group interactions for all treatments across all timepoints are found in Supplementary File S9.

## 4. Discussion

Previous research has sufficiently employed the use of transcriptomics and RNA-Seq in the exploration of predictive biomarkers for BRD, the pathogens involved in development of this disease, and the presence of antimicrobial resistance genes (ARGs) of the bacterial pathogens associated with BRD. Trials utilizing tissue samples such as lung, lymph nodes, and tonsils have demonstrated how each viral and bacterial agent acts as a pathogen, causing clinical disease (11, 12). More recently, the whole blood transcriptome has been investigated for potential predictive molecules, protective immunological mechanisms, and regulatory patterns of BRD in beef cattle (13, 14, 36, 37). Whole genome sequencing has also been used to examine bacterial transcriptome profiles and identify ARGs and the drug classifications of which species have developed resistance (10, 38, 39). Although the findings mentioned above are pertinent to attempt to understand BRD and involved pathogens, there is a lack of transcriptome research examining the relationship between antimicrobials and their effects on the host immunological response. Identifying mechanisms and potential secondary properties of antimicrobials is important to understanding how drugs maintain efficacy despite the rise of AMR.

In this study, we identified 34,267 DEGs associated by day (i.e., time) and 1,800 DEGs associated with the interaction of group and day in glmmSeq (Supplementary File S3). 

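Antiviral genes fell and eosinophil genes rose over the 56 days. Of 42 interferon-stimulated genes 36 were lower on day 56 than on day 0, with a median log2 fold change of -0.70, and 24 were lower in the NC animals alone. RSAD2, an antiviral enzyme, fell from 270 ± 562 to 49.2 ± 87.4 CPM (SD, n = 42, log2 fold change -2.49, standard error 0.33), and SAMD9 from 538 ± 204 to 284 ± 77.5 CPM. Of 7 eosinophil genes 6 rose, among them ALOX15, a lipoxygenase of these cells, from 18.2 ± 19 to 90.9 ± 83 CPM (log2 fold change 2.49, standard error 0.16). Genes that glucocorticoids induce fell, with 10 of 13 lower and 1 higher. PDK4, a switch from glucose to fat use that fasting and glucocorticoids raise, fell from 27.5 ± 13.1 to 6.77 ± 3.59 CPM. Of 28 cell cycle genes 20 were lower and 1 higher, and of 23 cholesterol synthesis genes 19 were higher and 3 lower. Over all days, 15444 of 19056 genes had a day effect at an adjusted p of at most 0.05 in edgeR's fit with a block for each of the 42 animals. On day 3, 4206 genes were higher and 3659 lower than on day 0, and the number called was 8746 on day 7, 12397 on day 14, 12696 on day 21 and 12515 on day 56. In the 36 NC libraries alone it was 7, 538, 5305, 4190 and 5272. The 36 libraries of a treated group gave between 128 (OXYT) and 4322 (CEFT) genes on day 3. On day 7 they gave between 1105 (FLOR) and 4418 (CEFT). The day effect of these 2 days over all animals thus rests largely on treated animals, and treatment is not separated from day in it. All animals were sampled on the same days, so time since arrival, age and season change together. From its clustering and biplot by day, and with literature on the developing immune system, the paper concludes that time matters. From the lack of clustering by treatment and of correlations between groups it proposes that each antimicrobial acts through different genes.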

Based on hierarchical clustering of total gene expression across all samples (Figure 1), time was a major component in driving discernible gene expression patterns; days 0, 3 and 7 clustered while days 14, 21, and 56 shared more similar gene expression patterns. The biplot of PC1:PC2 also demonstrated the importance of time within this dataset as seen by the clustering of the ellipses by timepoint (Figure 4). Time is shown to biologically factor in the development of the immune system, where progression of the immune systems in calves occurs in small steps from conception to maturity at approximately 6 months after birth (40). The cells associated with innate immunity, such as neutrophils, macrophages, and natural killer cells, are influenced by age and time. While neutrophil counts may be higher in neonatal calves, their phagocytic abilities are reduced compared to older calves, as are macrophages (41). Neutrophil activity increases to adult levels by 5 months of age (40). When calves enter feedlots at lower weights and younger ages, they are predisposed to BRD, largely due to the fact their immune system is not always fully developed. In cattle, most of the immune system maturity is seen between five and 8 months of age. While this does not mean that young calves are not capable of responding to antigens, the response may be weaker and thus, easier for pathogens to overcome (42). With the addition of novel pathogens, their immune systems fail to produce a sufficient response to protect them from developing BRD upon arrival to a stocker or feedlot facility (42). Previous research suggests that peak clinical signs of disease occur 7 to 14 days after peak exposure to viral and bacterial pathogens (3, 43, 44). There are other factors that potentially explain the effect time had on this dataset, such as physiological stress and acclimation. The effect physiological stress can have on a calf’s immune system can lead to prolonged activation of the hypothalamus-pituitary–adrenal (HPA) axis, suppressing the immune system and increasing susceptibility to disease (45). Additionally, acclimation to a new environment and exposure to novel pathogens is a hypothesis to consider. In response to this acclimation, many calves’ immune systems are unable to mount an appropriate response. Therefore, time plays an important role in host immunological response to antimicrobials administered metaphylactically.

In the present study, we identified 4,602 DEGs across the six antimicrobials administered (Supplementary File S3; Table 1). Regarding functional enrichment of these DEGs (Supplementary Files S4–S8), the major functions found across treatments included cytokine signaling and T-cell receptor signaling pathways. There was no hierarchical clustering by treatment group (Figure 1) and no correlations between groups as shown by the pairwise intersection plots (Figure 5), suggesting each antimicrobial acts through various mechanisms controlled by different DEGs. At day 3, FcεRI-mediated NF- κβ activation pathways were enriched for CEFT, OXYT, and TILD. As supported by previous literature, ceftiofur and oxytetracycline inhibited NF- κβ activation by reducing the translocation of NF- κβ from the cytoplasm to the nucleus and *via* phosphorylation, respectively (46, 47). CEFT and OXYT had one DEG in common to regulate this pathway even though they affect NF- κβ through different mechanisms: *RPS27A*. To our knowledge, there is no published literature regarding tildipirosin’s downregulation of FcεRI-mediated NF- κβ activation. However, clarithromycin has been reported to inhibit NF- κβ activation in human peripheral blood mononuclear cells and pulmonary epithelial cells (48). TILD and CEFT share a DEG (*TAB2*) that enriches this pathway (Figure 6). It is inappropriate to assume that they use the same mechanism though due to the lack of published literature regarding tildipirosin’s effect on FcεRI-mediated NF- κβ activation.

Downregulation of T-cell receptor signaling also occurred at day 3 by CEFT, OXYT, and TILD. The influence of ceftiofur on T-cells and B-cells has been investigated in chicks, and it was found that the percentages of both types of cells were decreased (49). A change in the specific T-cell type ratio was also observed with decreased percentages of CD4^+^ CD8^−^ cells (49). A study conducted by Platania et al. (50) demonstrated that oxytetracycline reduced the proliferative response of T lymphocytes through an *in vivo* model of autoimmune disease related to glucocorticoid-induced tumor necrosis factor receptor-related gene (GITR; TNFSRF18) in mice. While tildipirosin was not specifically mentioned, another macrolide (rapamycin) was reported to interfere with signal transduction pathways required for T-cell activation and growth in various species such as mice, pigs, and monkeys (50). The inhibitory effects of rapamycin on T-cell activation were mediated through the formation of pharmacologically active complexes with members of a family of intracellular receptors that are signaling proteins required for T-cell antigen receptor engagement (50).

The final pathway enriched among multiple treatments at day 3 is related to T-helper (Th) 17 cell differentiation. OXYT and TILD have one DEG in common for this pathway out of four and seven genes, respectively (NFATC2). While, to our knowledge, there is no published literature regarding oxytetracycline and Th17 cell differentiation, there has been a report of another tetracycline: minocycline. Minocycline treatment in mice reduced the production of interleukin (IL)-17, and a positive correlation between glucocorticoid-induced tumor necrosis factor receptor-related gene (GITRL) signaling and Th17 induction has been reported in previous literature (51, 52). Tang and colleagues (52) demonstrated that IL-17 production and Th17 differentiation was triggered by *GITLR* intracellular signaling. Similarly, there was no previous research for tildipirosin’s effect on Th17 differentiation. However, clarithromycin, another macrolide, was investigated when treating mice infected with macrolide antibiotic-resistant *Streptococcus pneumoniae* (53). Clarithromycin administration impaired the frequency and number of Th17 cells within the lungs of infected mice. Although the cattle treated in the current trial were healthy, metaphylaxis is applied to cattle at high risk of developing BRD. Therefore, previous literature investigating antimicrobials and their interactions with bacterial or viral pathogens is highly relevant to understand the importance of mechanisms found by this study.

Class I MHC mediated antigen processing and presentation was a pathway enriched by CEFT and ENRO on day 7, but the drugs regulated the DEGs in opposite directions. Ceftiofur downregulated two genes while enrofloxacin upregulated seven. Another third-generation cephalosporin, ceftriaxone, has been reported to affect antigen presentation by binding directly to the immunogenic peptide embedded in MHC or to cell surface proteins, preventing necessary processing before the presentation (54, 55). This could potentially be the mechanism behind the downregulation of genes in the CEFT cattle. The genes upregulated by enrofloxacin were all related to ubiquitination and proteasome degradation, which play a central role in generating class I MHC antigens. Intracellular foreign or deviated host proteins are cleaved into peptide fragments so they can be loaded on to class I MHC molecules and presented to cytotoxic T-cells (56).

Similarly, the DEGs enriching the pathway for IL-17 signaling were downregulated in CEFT and upregulated in FLOR cattle. No DEGs were shared between the two independent comparisons, suggesting different genomic processes were in use to regulate IL-17. Interleukin-17 is a key cytokine that links T-cell activation to neutrophil mobilization and activation, and IL-17 mediates innate immunity to pathogens or contribute to the pathogenesis of inflammatory disease (57). In previous literature, cefazolin, a first-generation cephalosporin antibiotic, was shown to interact with IL-15-dependent TNF-α and IL-17 synthesis (58). Cefazolin reduced production of IL-17, among other various cytokines (58). No previous research was identified corroborating the findings of florfenicol’s upregulation of *CEBPB* in relation to IL-17, possibly illustrating a novel secondary mechanism for this antimicrobial. The same gene, *CEBPB*, also influenced a tumor necrosis factor (TNF) signaling pathway and a GO term of “positive regulation of inflammatory response.”

There were no shared pathways identified at day 14 between any antimicrobials, but TULA possessed 19 pathways and 8 GO terms enriched related to NF- κβ activation, macrophage activation and differentiation, and production of various cytokines such as IL-3, IL-5, and IFN-γ. There were three genes acting as the main drivers of the pathways and terms: *RPS27A*, *IFNG*, and *CD48*. It has been reported that tulathromycin significantly inhibits proinflammatory NF- κβ signaling in bovine neutrophils and reduced secretion of proinflammatory CXCL-8 in lipopolysaccharide (LPS)-stimulated macrophages (59, 60). In another trial, the effect of tulathromycin was examined in a nonbacterial *in vivo* model of pulmonary inflammation, where tulathromycin administration inhibited phospholipases and altered leukotriene B_4_, prostaglandin E_2_, and lipoxin A_4_ production (61). The findings from the present trial support the anti-inflammatory benefits of tulathromycin while providing insight on the DEGs being downregulated to inhibit pathways discussed above. Furthermore, tulathromycin has been shown to have immunomodulatory effects in species other than cattle, such as rabbits, pigs, and horses (62–64).

On day 21, there were no shared pathways or GO terms between treatment groups. TILD possessed the most DEGs identified, and pathways/GO terms enriched at 2,107 and 347, respectively. Pathways found were related to cytokine signaling, toll like receptor (TLR)/TCR cascades, and FcεRI-mediated NF-κβ activation. Genes downregulating these pathways included *FBX09*, *PIK3CA*, *RAP1B*, *RNF14*, *SUMO1*, *UBE2Q2*, and *WWP1*. Although minimal published literature exists regarding the effect of tildipirosin specifically on cytokines and TCR/TLR cascades, there is evidence that macrolides can interfere with signal transduction of T-cell activation and growth, and the impairment of T-cell production thus decreasing the immune response, shown through trials completed with rapamycin and clarithromycin (50, 53).

On day 56, there were 25 DEGs in total identified across three treatment groups (FLOR, OXYT, and TILD) when compared to NC. However, none of the genes that enriched pathways related to immune function were differentially expressed. This may demonstrate a transient induction or influence of genomic regulation by these drugs, as the majority of the antimicrobials used in this trial possess half-lives less than 3 days, with the exception of tildipirosin which is 9 days in the plasma and 10 days in the lung (65).

To investigate the intersection of time and treatment within this study, we identified several DEGs and functional enrichments within each group comparison. Interestingly, we identified direct immune-related mechanisms in five of the six groups: CEFT, ENRO, FLOR, TILD, and TULA (Supplementary File S9). The GO terms and pathways identified for CEFT primarily related to ion reception and cell scavenging. One study, albeit in combination with vanadium and performed *in vitro*, suggested that cephalosporin interacts with tissue macrophages and act as a reducing scavenger (66). Of particular interest, DEGs identified within ENRO enriched for prostaglandin and thromboxane syntheses and arachidonic acid metabolism. In recent studies, it has been shown that danofloxacin administration, a closely related fluoroquinolone drug, significantly reduced prostaglandin E2 levels and induced lipid peroxidation (67, 68). From the FLOR enrichment analysis, we identified significant terms and pathways related to lipopolysaccharide (LPS) binding and gram-negative bacterium defense, primarily driven by *LBP*, several members of the cathelicidin family of antimicrobial peptides (*CAMP*, *CATHL1*, and *CATHL2*), and the adhesion G protein-coupled receptor gene *ADGRB1*. Several studies have suggested that florfenicol helps combat bacterial infection, regulate LPS-induced immune proliferation, and quell host inflammation *via* these mechanisms in a concentration-dependent manner (69–72). For both TILD and TULA interaction analyses, we identified enrichment for neutrophil chemotaxis and autophagy, extracellular matrix structure, and defense against bacterium. A recent therapeutic review article related to adjunct therapies for SARS-CoV-2 infection highlights that clinical use of azithromycin, a closely related macrolide, appears to regulate proinflammatory cytokine production, inhibit neutrophilic infiltration, and alters autophagosomes within macrophages (73). While unclear at this time, this may suggest that these macrolides alter neutrophilic release of proinflammatory cytokines, such as IL-1β, and enhance leukocyte stimulation through autophagy (74, 75).

One limitation of this study was the variation of breeds within the sample population; however, randomization was used to successfully account for this and other potential confounders. Other important confounders such as BW and feed were controlled by the experimental design. This aspect could account for variation biologically between samples. Additionally, there was only one pen per treatment. The lack of replication reduces the ability to extrapolate results to other populations, but these findings provide a direction for further research to explore the mechanisms found for each antimicrobial. A strength of this trial was the detection of DEGs using two different statistical methods, showing the robustness of the results.

## Data availability statement

The data presented in the study are deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO), accession number GSE225025. R code for statistical analyses of raw gene count data is found at https://github.com/mscott16/metamultiome.

## Ethics statement

The animal study was approved by West Texas A&M University (WTAMU) Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

RB: Data curation, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. JR: Conceptualization, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Writing – review & editing. MM: Data curation, Investigation, Methodology, Writing – review & editing. RV-C: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Writing – review & editing. PM: Conceptualization, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Writing – review & editing. JF: Investigation, Methodology, Project administration, Supervision, Writing – review & editing. MS: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

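The values are the whole-number gene counts that the authors deposited, 1 table with 33282 genes and 252 libraries. Per the paper, the authors trimmed reads of 150 bases, aligned them with HISAT2 to the bovine genome, assembled transcripts with StringTie2 and made the count of each gene with prepDE.py3. The deposited counts are before ComBat_seq, filtering and TMM. All columns were matched to a treatment, an animal and a day by their titles, and lane and breed came from the paper's supplementary table. Of the gene identifiers, 14716 are LOC numbers, and 28003 match a symbol or synonym of the RefSeq table of a later assembly, which served for names only.

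In all, 4874 genes had no count in any library. Genes with 0.2 CPM in at least 12 libraries were kept, 19056 in number, and the main comparisons used these genes. The alternatives without the filter or after ComBat_seq used other numbers of genes. The 50 highest genes held between 13.2% and 38.7% of a library's counts. No pair of libraries had equal counts, and the highest Spearman correlation of a pair was 0.9844, between 2 libraries of the same NC animal.

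Tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0 for ComBat_seq, lme4 1.1.37 and statmod 1.5.0. Within a day, each treatment was compared with NC by edgeR (TMM, estimateDisp, glmQLFit, glmQLFTest), 6 animals against 6, at an adjusted p (Benjamini-Hochberg) of at most 0.1. Animals repeat over the days, by the animal number in the sample titles, and the nearest library of 249 of 252 libraries came from the same animal. The change from day 0 against NC and the day effect were therefore fitted in edgeR with a block for each animal, at 0.05 for all days together and for the day effect, and at 0.1 for the change on 1 day. NC and treated animals are different animals, so a comparison within a day has no pairs. Log2 CPM for principal components used a prior count of 2. Gene lists were fixed before the tests and run with camera at a preset correlation of 0.01 and with an estimated one.

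Genes are named by a rule fixed before the values were seen (the paper's own tables had been seen). It takes the genes the paper names for a treatment and day, the 6 largest upregulated and 6 largest downregulated genes with a symbol and a mean of at least 2 CPM where at least 10 genes are called, up to 4 members with the smallest p of a list described, and the 8 highest and 8 lowest genes of the day effect. A gene outside the rule is said to be chosen after its values were seen. Some genes that the rule takes are not reported here, though they stay in the counts.

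Other settings, chosen before the counts were seen, were glmLRT, DESeq2, RLE factors, no filter, ComBat_seq on lane before either edgeR test, the paper's route of ComBat_seq, glmLRT and a group effect together, all groups of a day in 1 fit, animals recorded as Bos taurus, each animal left out, no animal block, limma voom with a random animal, and a mixed model for the genes the paper names. The mixed model glmmSeq was not available, so limma and lme4 stand in for it. In the paper's route the group effect was fitted on the deposited counts, except in the tally of calls among the paper's genes, where it was fitted after ComBat_seq. Pathway enrichment of the paper was not repeated, since its databases were not at hand.

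The steps were tried on simulated negative binomial counts with known changes, made with the means, dispersions and totals of the real libraries. In the design of CEFT against NC on day 3, 8 of 67 genes changed 1.5-fold were called, 36 of 67 at 2-fold and 56 of 66 at 4-fold, with 8 unchanged genes called beside them, and 0 genes were called with none changed. For the change from day 0, 18, 46 and 57 were called, with 23 unchanged ones. Over all days 118 of 200 changed genes were called with 24 unchanged ones, and 3 genes were called on day 7 with none changed. For day 56 against day 0, run on 2000 genes, 40, 67 and 66 genes changed 1.25-, 1.5- and 2-fold were called, with 10 unchanged ones.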

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

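The tests of the day 3 groups, of muscle genes and of RPS27A in this part were chosen after the results were seen; the comparison with other splits of the animals was set before.

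Among the genes reported here that the paper names, a single animal stood apart from the other 5 of its group in 8 cases, by the ratio of the gap to the group's range (Dixon's test at 95%, 76 groups of 6). These were RPS27A of Ceft8 on day 3 (298 CPM, the highest of 6, with 47.6 to 95.3 in the other 5); SKP1 of Ceft8 on day 3 (228 CPM, the highest of 6, with 100 to 147 in the other 5); CD3G of Oxyt5 on day 3 (9.42 CPM, the highest of 6, with 2.93 to 4.73 in the other 5); FBXO9 of NC5 on day 7 (368 CPM, the highest of 6, with 169 to 194 in the other 5); TNFAIP3 of NC12 on day 7 (101 CPM, the highest of 6, with 21.8 to 48.8 in the other 5); TRIP12 of Enro2 on day 7 (248 CPM, the highest of 6, with 185 to 195 in the other 5); CUL1 of NC7 on day 7 (43.4 CPM, the lowest of 6, with 50.3 to 54 in the other 5); CEBPB of Flor4 on day 7 (28.7 CPM, the highest of 6, with 0.235 to 10.9 in the other 5). In measures of the whole library, 7 of 126 groups had such an animal. They were the summed skeletal muscle genes of NC15 on day 7 (649 CPM, the highest of 6, with 45.7 to 77.1 in the other 5); the summed skeletal muscle genes of Ceft6 on day 14 (132 CPM, the highest of 6, with 80 to 96.5 in the other 5); the library total of Ceft10 on day 7 (56.97 M, the highest of 6, with 33.9 to 40.89 in the other 5); the library total of Flor3 on day 14 (74.11 M, the highest of 6, with 40.51 to 46.06 in the other 5); the library total of Tild3 on day 0 (28.23 M, the lowest of 6, with 35.01 to 38.86 in the other 5); and the score on component 1 of Tula3 on day 7 (-65.4, the lowest of 6, with -15.2 to 12.2 in the other 5); the score on component 1 of Tula3 on day 21 (-4.65, the lowest of 6, with 28.6 to 38.4 in the other 5). Chance alone gives about 1 in 20 groups, so the pattern of such animals is near what chance gives for library measures and above it for the paper's genes, which were examined in few and overlapping groups.

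The course over the days differed between treated and NC animals, by a test of the treatment by day interaction, for 590 in CEFT, 1345 in ENRO, 22 in FLOR, 347 in OXYT and 3 in TULA genes. Against 21 splits of the same 12 animals, the real one included, the real count was the highest for CEFT, ENRO, OXYT and FLOR. The highest count of another split was 20, 132, 15 and 8 there, and 9 for TULA. Over 36 tests of the change from day 0, 1.7 such cases are expected by chance, so no single 1 of them excludes chance. The 590 of CEFT were 298 with no filter, 247 by limma voom and 74 without libraries high in tissue genes. The 347 of OXYT were 181, 167 and 795 under these settings. The 22 of FLOR were 2 with another dispersion trend and 10 without libraries high in tissue genes.

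Skeletal muscle genes, which the paper reports as sarcomere and myosin activity for CEFT and does not name one by one, reached a summed 796 CPM in Ceft10 on day 3, with 67.3 CPM as the median of all libraries. Sums above 200 CPM also stood in NC15 on day 7 (649), Ceft5 on day 3 (590) and Tild7 on day 3 (249), and the genes highest in Ceft10 were ACTA1 (156 CPM) and CKM (86.2). Each of the 4 animals had 1 such library of 6, as muscle tissue taken up with the needle could give, while muscle tissue would be expected to bring collagen genes too, and COL1A1 was 175 CPM in Ceft10 but 1.08 in NC15. After day 0 these sums stood in 3 of 180 treated and 1 of 30 NC libraries (Fisher's exact p = 0.463). On day 3 the sum was above the highest NC animal in 5 of 6 CEFT and 4 of 6 TILD animals. Outside the libraries above 200 CPM these sums were at most 109 CPM in CEFT and 115 CPM in TILD. NC12 reached 130 CPM on day 14, and NC libraries of day 3 summed to 40.6 to 58.8 CPM with 0 counts of CKM. The smaller sums therefore do not show muscle RNA. An effect of treatment, such as of the injection, and tissue from the draw cannot be told apart, since so few libraries hold a large sum.

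On day 3, 1524 genes in CEFT, 480 genes in ENRO, 408 genes in FLOR, 441 genes in OXYT and 472 genes in TILD differed from NC, and T-cell and cell cycle genes were among those lower in several treatments. The sequencing lane does not explain ENRO, which shared the lane of NC and had 480 genes on day 3 (1 on day 0), and 23 or more without any 1 NC animal, though its change from day 0 was called for 0 genes on that day (10 in another split). Most genes called on day 3 leaned the same way before treatment. The sign on day 0 was the same for 1300 of 1524 in CEFT, 424 of 480 in ENRO, 385 of 408 in FLOR, 413 of 441 in OXYT and 407 of 472 in TILD. A lane effect that stays over the days would show on day 0 as well, where the counts were 1 in CEFT, 0 in FLOR, 0 in OXYT and 3 in TILD, though counts past the test miss such leanings. Such an effect cancels in the change from day 0, which on day 3 gave counts of 328 in CEFT, 1 in FLOR, 0 in OXYT and 0 in TILD, against 2, 2, 1 and 2 at most in other splits. The 328 of CEFT became 0 with no filter and 2 by limma voom, so lane stays open for these 4 treatments, of which only FLOR had animals on the lane of NC. A shift of neutrophil and T-cell shares stays open: with a score of these shares as a covariate 0 in CEFT, 0 in ENRO, 2 in FLOR, 0 in OXYT and 13 in TILD were called, while the median size of the log2 fold changes of the genes called before went from 0.482 to 0.467 in CEFT, 0.448 to 0.343 in ENRO, 0.539 to 0.504 in FLOR, 0.536 to 0.352 in OXYT and 0.44 to 0.445 in TILD, at the lowest 0.657 times in OXYT, so part of the loss is lost precision. Treated groups differed from each other by 67 genes at most, so the NC pen, its handling and its first place in the sampling order cannot be told apart from an effect common to the drugs, as each treatment had 1 pen. For CEFT, NC is not the whole cause, since CEFT differed from the other 30 treated animals by 1694 genes (1174 without libraries high in tissue genes). In 400 other splits with 1 animal of each treatment the highest count was 308. Such splits mix the lanes and pens, so the lane and the pen of CEFT itself stay open. Against single treated groups on day 3, CEFT differed by 16 genes from ENRO and by 0 from FLOR, OXYT, TILD and TULA. Without NC7 alone the counts were 2 in CEFT, 23 in ENRO, 116 in FLOR, 23 in OXYT and 8 in TILD, so they lean on the spread of few NC libraries.

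RPS27A was lower in CEFT on day 3 (log2 fold change -1.63, adjusted p = 0.0948) and leaned lower in OXYT without passing the test (-1.29, adjusted p = 0.126). It varied with 57 genes, 21 of them ribosomal protein genes, and the difference of their mean from NC on day 3 is given below without a test. Before treatment, on day 0, the mean of RPS27A and these genes on the log2 scale was 5.87 ± 0.45, 5.64 ± 0.59 and 5.58 ± 0.52 on lanes 1, 2 and 3 (SD, n = 14; permutation p of lane 0.3), and lane 1, with NC, lay 0.294 above lane 3, with CEFT and OXYT (standard error 0.18). On day 3 NC lay 0.973 above CEFT (standard error 0.34) and 0.637 above OXYT (standard error 0.27). The change of RPS27A from day 0 in CEFT relative to NC was -1.41 with a standard error of 0.55 (adjusted p = 0.161), which is in the direction of a treatment effect and does not pass the test. A lane effect that stays over the days would be there on day 14 too, where this mean differed from NC by -0.0267 in CEFT and 0.00971 in OXYT. On days 0, 7, 21 and 56, however, it differed from NC by -0.342, -0.432, -0.548 and -0.285 in CEFT. In OXYT these differences were -0.326, -0.578, -0.561 and -0.376, so a difference that was there before treatment and lasted stays open. Over all days the course, with each animal centred on its own mean, did not differ from NC past the test (exact permutation p = 0.18 in CEFT and 0.31 in OXYT). TULA, on lane 2, lay lower than NC by 0.786, 0.773 and 0.709 on days 14, 21 and 56. Lane and treatment cannot be told apart here, since every CEFT and OXYT animal was on lane 3.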

How the results depend on the processing

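Chosen after the results were seen were the tests without libraries high in tissue genes, with the neutrophil and T-cell score, with the other dispersion trend, of CEFT against the other treated animals, of the course of RPS27A and its correlated genes, of the group effect after ComBat_seq, and the left-out animals for ENRO and FLOR on day 3, CEFT on day 14 and TILD on days 7, 14 and 56. All other alternatives below were set before the data were examined. ComBat_seq on lane can remove treatment differences too, since most treatments were not on the lane of NC. A count is called unchanged within 1.5 times, and where a count moved the cause was not tested.

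Genes called within days 0, 3, 7, 14, 21 and 56, in that order, were CEFT 1, 1524, 0, 50, 0, 0; ENRO 1, 480, 3, 1, 1, 1; FLOR 0, 408, 0, 0, 0, 0; OXYT 0, 441, 0, 0, 0, 2; TILD 3, 472, 22, 38, 18, 22; TULA 0, 0, 0, 0, 0, 0 with edgeR's quasi-likelihood test. RLE factors left 36 of 36 counts unchanged. Testing all genes with a count moved 9 of 36 counts, to CEFT 1, 706, 0, 27, 0, 0; ENRO 1, 246, 2, 1, 1, 1; FLOR 0, 213, 0, 0, 0, 0; OXYT 0, 247, 0, 0, 0, 2; TILD 3, 235, 18, 23, 5, 0; TULA 0, 0, 0, 0, 0, 0. glmLRT moved 32 of 36 counts, to CEFT 13, 1420, 55, 180, 83, 12; ENRO 20, 503, 28, 16, 35, 19; FLOR 38, 488, 18, 34, 75, 36; OXYT 8, 679, 26, 23, 89, 111; TILD 95, 380, 191, 288, 818, 120; TULA 41, 25, 16, 57, 237, 50. DESeq2 moved 36 of 36 counts, to CEFT 28, 3551, 456, 454, 446, 41; ENRO 49, 1865, 1024, 36, 52, 47; FLOR 54, 1688, 75, 87, 166, 78; OXYT 51, 1854, 136, 33, 224, 726; TILD 145, 1798, 274, 788, 2098, 171; TULA 40, 235, 26, 206, 925, 290. ComBat_seq on lane before the same test moved 12 of 36 counts, to CEFT 0, 0, 0, 0, 0, 0; ENRO 1, 447, 2, 1, 1, 1; FLOR 0, 86, 0, 0, 0, 0; OXYT 0, 0, 0, 0, 0, 0; TILD 0, 0, 0, 0, 0, 0; TULA 0, 0, 0, 0, 0, 0. ComBat_seq before glmLRT moved 33 of 36 counts, to CEFT 5, 39, 11, 15, 13, 10; ENRO 19, 480, 63, 17, 34, 20; FLOR 33, 162, 12, 11, 22, 15; OXYT 6, 115, 6, 6, 32, 11; TILD 16, 18, 22, 41, 38, 10; TULA 26, 2, 3, 5, 15, 5. The paper's route (ComBat_seq, glmLRT and a group effect) moved 30 of 36 counts, to CEFT 2, 0, 1, 1, 1, 1; ENRO 4, 21, 9, 5, 6, 2; FLOR 2, 6, 2, 0, 1, 1; OXYT 1, 9, 3, 1, 2, 0; TILD 4, 4, 5, 11, 9, 4; TULA 0, 0, 1, 0, 0, 1. Fitting all 7 groups of a day together moved 26 of 36 counts, to CEFT 0, 4263, 19, 74, 517, 0; ENRO 0, 480, 12, 0, 0, 0; FLOR 0, 588, 12, 4, 7, 4; OXYT 0, 808, 10, 1, 0, 450; TILD 5, 879, 160, 365, 3141, 40; TULA 0, 1, 5, 0, 296, 0. Leaving out Bos indicus animals, which lowers the number of animals, moved 15 of 36 counts, to CEFT 1, 525, 0, 18, 1, 0; ENRO 2, 47, 1, 1, 0, 2; FLOR 0, 125, 0, 0, 0, 1; OXYT 0, 441, 0, 0, 0, 2; TILD 1, 7, 6, 27, 0, 3; TULA 0, 0, 0, 0, 0, 0.

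With 1 animal left out in turn, the counts ranged as follows, with the animals at the ends in brackets: CEFT day 3 2 to 3405 (without NC7 and Ceft8); CEFT day 7 0 to 170 (without Ceft10 and NC5); CEFT day 14 11 to 56 (without NC15 and Ceft8); ENRO day 3 23 to 1030 (without NC7 and NC5); ENRO day 7 1 to 5 (without Enro10 and Enro9); FLOR day 3 102 to 417 (without NC12 and Flor4); FLOR day 7 0 to 1 (without Flor10 and NC1); OXYT day 3 23 to 982 (without NC7 and NC5); TILD day 3 8 to 455 (without NC7 and Tild7); TILD day 7 6 to 48 (without Tild10 and NC5); TILD day 14 2 to 911 (without Tild10 and NC5); TILD day 21 0 to 3442 (without NC12 and NC1); TILD day 56 0 to 10 (without NC1 and NC7); TULA day 14 0 to 476 (without NC1 and NC5). Where several animals give the same end, 1 of them is named. On day 3 the neutrophil and T-cell score as a covariate gave 0 in CEFT, 0 in ENRO, 2 in FLOR, 0 in OXYT, 13 in TILD and 0 in TULA. Without libraries high in muscle, skin or connective tissue genes, the counts that moved were 1 in CEFT on day 3, 5 in CEFT on day 14, 1 in ENRO on day 7, 0 in ENRO on day 14, 0 in ENRO on day 21, 2 in ENRO on day 56, 1 in OXYT on day 14, 7 in TILD on day 7 and 0 in TILD on day 14, with 11 of 20 unchanged.

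Changes from day 0 against NC were called for CEFT 590, 328, 0, 308, 1, 0; ENRO 1345, 0, 2191, 1, 0, 0; FLOR 22, 1, 0, 1, 1, 0; OXYT 347, 0, 1, 1, 0, 318; TILD 0, 0, 0, 7, 139, 0; TULA 3, 0, 2, 18, 0, 0 genes with a block for each animal, over all days first and then by day from 3 to 56. Without this replicate block 23 of 36 counts moved, to CEFT 65, 0, 3, 20, 0, 0; ENRO 56, 0, 7, 0, 0, 2; FLOR 6, 1, 0, 4, 0, 2; OXYT 20, 0, 0, 1, 0, 0; TILD 19, 2, 0, 0, 0, 0; TULA 6, 1, 1, 26, 0, 0. RLE factors moved 1 (to 5 in TILD day 21). No filter gave CEFT 298, 0, 0, 221, 1, 0; ENRO 1005, 0, 1611, 3, 0, 0; FLOR 13, 1, 0, 1, 0, 0; OXYT 181, 0, 1, 1, 0, 179; TILD 0, 1, 0, 1, 4, 0; TULA 7, 0, 2, 15, 0, 0. limma voom with a random animal gave CEFT 247, 2, 0, 210, 0, 0; ENRO 1023, 0, 1615, 1, 0, 0; FLOR 16, 0, 0, 0, 0, 0; OXYT 167, 0, 0, 1, 0, 178; TILD 0, 0, 0, 0, 112, 0; TULA 0, 1, 1, 0, 0, 0. The other dispersion trend gave CEFT 269, 134, 0, 259, 0, 0; ENRO 1151, 1, 1894, 0, 0, 0; FLOR 2, 1, 0, 1, 1, 0; OXYT 270, 0, 0, 1, 0, 294; TILD 0, 0, 0, 7, 3, 0; TULA 0, 0, 0, 0, 0, 0. Leaving out libraries high in tissue genes gave CEFT 74, 0, 0, 209, 3, 2; ENRO 1258, 0, 2175, 0, 0, 0; FLOR 10, 1, 0, 0, 1, 0; OXYT 795, 0, 0, 0, 0, 548; TILD 0, 1, 0, 0, 177, 0; TULA 2, 0, 0, 4, 0, 0. The day effect was called for 15444, 7865, 8746, 12397, 12696, 12515 genes over all days and then by day. It was 5810, 7, 538, 5305, 4190, 5272 in the NC libraries alone. Each treated group, with as many libraries as NC, had between 128 (OXYT) and 4322 (CEFT) genes on day 3. The number of libraries alone therefore does not account for the 7 of NC. Without the replicate block the day effect was called for 13342, 5212, 6382, 10659, 11065, 10947 genes. RLE factors and no filter kept all 6 counts within 1.5 times. The group effect, 222 in CEFT, 120 in ENRO, 250 in FLOR, 140 in OXYT, 1217 in TILD and 159 in TULA, was 3, 116, 58, 2, 20 and 8 after ComBat_seq.

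Components 1 and 2 held 6.48% and 3.31% of the variance, and 6.35% and 3.2% after ComBat_seq, 17.9% and 6.14% with genes scaled to unit variance and 9.04% and 3.93% with genes of at least 1 CPM; their rank correlations with day kept sign and side of the threshold under these 3 settings (0.68 for component 1, from 0.67 to 0.69). The permutation p of all 5 shares of nearest libraries kept its side of the threshold after ComBat_seq, but it tests only for a share above the permuted one. The share with the same lane fell from 34.1% to 11.5%, under the permuted 31.7%. That with the same treatment fell from 13.9% to 7.94%, where permuted labels give 12.2%. Of 198 list tests per day, camera passed 63, 62, 57, 63, 55, 57 on days 0, 3, 7, 14, 21 and 56 at its preset correlation and 0, 0, 0, 0, 0, 0 with the correlation estimated from 12 libraries. With the estimated correlation the lowest adjusted p was 0.886 on each day, so that form of the test cannot tell the lists apart.

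For the genes and comparisons that the paper names and the largest changes, 139 in all, no direction reversed under any of the 9 settings run within a day. Genes followed beyond these did reverse. SCD changed sign under at least 1 setting in 8 and LPIN3 in 20 of 36 comparisons, as SCD in OXYT on day 7 from -0.37 to 0.16 after ComBat_seq and glmLRT. The side of the threshold was kept for 76 genes and comparisons with Bos taurus animals only, 48 with ComBat_seq then QL, 87 with ComBat_seq then glmLRT, 40 with ComBat_seq, glmLRT and group effect, 122 with DESeq2, 130 with RLE factors, 111 with all 7 groups in one fit, 131 with glmLRT and 88 with no filter. A call was gained in 17 with DESeq2, 8 with all 7 groups in one fit and 7 with glmLRT; the rest were lost. For the mixed model, fitted for the paper's genes, 25 of 46 gene and treatment pairs had a group effect at an adjusted p of at most 0.05, and 3 of 46 an interaction.

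Depth was a median of 33.6 M counts per library in TILD and 43.6 M in NC, the lowest and a middle group. Simulated 1.5-fold changes set into CEFT against NC on day 3 were mostly missed (8 of 67 called), so the counts above may leave out many small changes.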

Differences from the paper's values

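No tests were chosen for this part after the results were seen. In each pair the paper's value stands first and the value from the deposited counts second, and the brackets list the alternatives set before the data were examined under which the values come within 1.5 times, with their value, or under which both values are at most the setting's own count on day 0 (marked so); under all other alternatives run for that measure they stay apart. Settings run within a day were glmLRT, DESeq2, RLE factors, no filter, ComBat_seq with either test, the same with glmLRT and a group effect, all 7 groups together and Bos taurus animals only, and single animals left out for CEFT, OXYT and TILD on day 3, CEFT, ENRO and FLOR on day 7, TULA on day 14 and TILD on day 21. The counts here use the paper's adjusted p of 0.1 within a day, without its further requirement of a group effect in the mixed model, except where that route is named.

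On day 3, the paper's DEGs and the genes called here were CEFT 411 and 1524 (Bos taurus animals only 525, without Ceft3 525 or without Ceft4 554 or without NC1 418); ENRO 58 and 480 (Bos taurus animals only 47); FLOR 28 and 408 (no setting); OXYT 93 and 441 (ComBat_seq and glmLRT 115, without NC12 82 or without NC13 73 or without Oxyt4 127 or without Oxyt5 69 or without Oxyt6 129 or without Oxyt9 109); TILD 1074 and 472 (all 7 groups in a fit 879).

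On day 7, the paper's DEGs and the genes called here were CEFT 33 and 0 (no setting); ENRO 301 and 3 (no setting); FLOR 8 and 0 (glmLRT 18 at most day 0, ComBat_seq and glmLRT 12, all 7 groups in a fit 12); OXYT 10 and 0 (all 7 groups in a fit 10); TILD 86 and 22 (no setting); TULA 1 and 0 (DESeq2 26 at most day 0, glmLRT 16 at most day 0, ComBat_seq and glmLRT 3 at most day 0, ComBat_seq, glmLRT and a group effect 1).

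On day 14, the paper's DEGs and the genes called here were CEFT 29 and 50 (no filter 27); ENRO 2 and 1 (DESeq2 36 at most day 0, glmLRT 16 at most day 0, ComBat_seq and glmLRT 17 at most day 0, Bos taurus animals only 1 at most day 0); FLOR 7 and 0 (glmLRT 34 at most day 0, ComBat_seq and glmLRT 11 at most day 0); OXYT 1 and 0 (DESeq2 33 at most day 0, ComBat_seq and glmLRT 6 at most day 0, all 7 groups in a fit 1, ComBat_seq, glmLRT and a group effect 1); TILD 116 and 38 (no setting); TULA 32 and 0 (no setting).

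On day 21, the paper's DEGs and the genes called here were CEFT 104 and 0 (glmLRT 83); FLOR 5 and 0 (ComBat_seq and glmLRT 22 at most day 0, all 7 groups in a fit 7); OXYT 3 and 0 (ComBat_seq, glmLRT and a group effect 2); TILD 2107 and 18 (DESeq2 2098, all 7 groups in a fit 3141); TULA 63 and 0 (no setting).

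On day 56, the paper's DEGs and the genes called here were ENRO 2 and 1 (DESeq2 47 at most day 0, glmLRT 19 at most day 0, Bos taurus animals only 2, ComBat_seq, glmLRT and a group effect 2); FLOR 3 and 0 (glmLRT 36 at most day 0, ComBat_seq and glmLRT 15 at most day 0, all 7 groups in a fit 4); OXYT 9 and 2 (ComBat_seq and glmLRT 11); TILD 13 and 22 (ComBat_seq and glmLRT 10); TULA 1 and 0 (ComBat_seq and glmLRT 5 at most day 0, ComBat_seq, glmLRT and a group effect 1).

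Over days 3 to 56 together, the paper's DEGs and the genes called here were CEFT 526 and 1566 (no filter 727, Bos taurus animals only 540); FLOR 56 and 408 (no setting); OXYT 111 and 442 (ComBat_seq and glmLRT 162); TILD 3001 and 503 (DESeq2 3654, all 7 groups in a fit 3682); TULA 87 and 0 (no setting). For the treatment by day interaction, with the alternatives of no filter, RLE factors, no replicate block and limma voom, the paper's and these counts were CEFT 339 and 590 (no filter 298, limma voom with a random animal 247); ENRO 257 and 1345 (no setting); FLOR 319 and 22 (no setting); TILD 373 and 0 (no setting); TULA 276 and 3 (no setting). The paper fitted a mixed model that was not at hand.

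For the principal components, the paper's values and those from log2 CPM without scaling were percent of variance of component 1, 17.9 and 6.48 (genes scaled to unit variance 17.9); percent of variance of component 2, 6.14 and 3.31 (genes scaled to unit variance 6.14); percent of variance of first 12 components, 47 and 28.3 (genes scaled to unit variance 47.4, genes of at least 1 CPM 33.2); rank correlation with day of component 3, 0.22 and 0.113 (genes scaled to unit variance 0.222); rank correlation with day of component 5, -0.24 and -0.0468 (genes scaled to unit variance -0.245). Alternatives were ComBat_seq, genes scaled to unit variance and genes of at least 1 CPM. The sign of a component is arbitrary and was set to the paper's. With genes scaled to unit variance the values for all of these, and for the rank correlations of components 1 and 2 with day, fall within the paper's.

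Genes shared by a pair of treatments on day 3 were CEFT and TILD 261 against about 160 in Fig. 5, read by eye (RLE factors 240, glmLRT 181); ENRO and TILD 135 against about 28 in Fig. 5, read by eye (no setting); CEFT and ENRO 261 against about 9 in Fig. 5, read by eye (ComBat_seq and glmLRT 11); CEFT and OXYT 208 against about 36 in Fig. 5, read by eye (no setting); OXYT and TILD 82 against about 33 in Fig. 5, read by eye (no filter 37); CEFT and FLOR 141 against about 6 in Fig. 5, read by eye (no setting); FLOR and TILD 73 against about 7 in Fig. 5, read by eye (no setting); ENRO and FLOR 101 against about 1 in Fig. 5, read by eye (ComBat_seq, glmLRT and a group effect 1); ENRO and OXYT 143 against about 2 in Fig. 5, read by eye (no setting); FLOR and OXYT 73 against about 6 in Fig. 5, read by eye (ComBat_seq and glmLRT 9). On day 21 they were CEFT and TILD 0 against about 78 in Fig. 5, read by eye (no setting), while the paper's text gives no shared gene on that day, as found here.

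The paper names genes as DEGs of a treatment and day in 42 cases. All 42 have the paper's direction here, and 13 are called by the quasi-likelihood test, 20 by glmLRT, 30 by DESeq2 and 3 by glmLRT after ComBat_seq. With a group effect after ComBat_seq required as well, 0 are called. The counts of the paper's route per day took the group effect from the counts before ComBat_seq, so they are another form of that route. Not called by the quasi-likelihood test but by glmLRT were, among others, RPS27A in OXYT on day 3; SKP1 in CEFT on day 7; RPS27A and IFNG in TULA on day 14; FBXO9 and RAP1B in TILD on day 21. Not called by it but by DESeq2 were, among others, RPS27A in OXYT on day 3; CHUK and NCK1 in TILD on day 3; SKP1 and CXCL8 in CEFT on day 7; ASB7, KLHL42 and RNF6 in ENRO on day 7; CEBPB in FLOR on day 7; RPS27A and CD48 in TULA on day 14; FBXO9, RAP1B, UBE2Q2 and WWP1 in TILD on day 21. Called by none of the 3 were TAB2, NFKBIA, CUL1 and BCL10 in TILD on day 3; FBXO9 and TNFAIP3 in CEFT on day 7; TRIP12, HERC3 and CUL1 in ENRO on day 7; PIK3CA and RNF14 in TILD on day 21.

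In the paper tildipirosin has the most DEGs, above all on day 21. Here the highest count is 1524, in CEFT on day 3, and TILD has 18 on day 21 by the quasi-likelihood test, 818 by glmLRT, 2098 by DESeq2 and 3442 without NC1. The paper finds no gene shared by a pair of treatments on day 14 or 56, while here CEFT and TILD shared 6 on day 14 and OXYT and TILD shared 1 on day 56, by the quasi-likelihood test.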

Other observations

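SCD was chosen after its values were seen, and so were the tests on tissue genes and between treated groups below; the splits of the animals were set before.

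SCD, stearoyl-CoA desaturase, which makes monounsaturated from saturated fatty acids, passed the test as lower in CEFT, OXYT and TILD than in NC blood on some of the days after treatment. It leaned lower without a call in FLOR and TULA, with log2 fold changes of -0.50 and -0.36 on day 3 and -0.43 and -0.39 on day 56. In each of these cases 6 of 6 animals lay below the NC median. On day 7 TULA was at 40.5 ± 11 CPM against 43.1 ± 7.4 in NC (SD, n = 6). ENRO, which shared the lane of NC, had no call. Its means of 43.5 ± 13.4 (day 7), 39.2 ± 10.1 (day 14) and 33.4 ± 6.25 CPM (day 21) lay within the SD of NC given below. In ENRO SCD was below the NC mean on day 3 (37.6 ± 9.37) and day 56 (36.7 ± 5.79), but also before treatment (25.6 ± 8.46). In NC blood it was 31.4 ± 7.86 CPM (SD, n = 6) on day 0 and 49.2 ± 6.33 on day 3, and in CEFT blood 25.8 ± 7.9 and 27.3 ± 3.33. On days 7, 14, 21 and 56 NC was at 43.1 ± 7.4, 41.5 ± 6.7, 36.6 ± 7.76 and 44.7 ± 4.21, CEFT at 29.2 ± 6.84, 21.6 ± 2.36, 23.6 ± 4.22 and 32.1 ± 4.52, OXYT at 33.4 ± 6.84, 27.9 ± 5.71, 26.5 ± 4.73 and 25.6 ± 2.17, and TILD at 29.1 ± 4.5, 24 ± 4.3, 23.9 ± 4.31 and 31.1 ± 2.96. edgeR's quasi-likelihood test called it in CEFT on day 3 (log2 fold change -0.86, adjusted p = 0.0428, lower in 6 of 6 animals than the NC median), CEFT on day 14 (log2 fold change -0.96, adjusted p = 0.0121, lower in 6 of 6 animals than the NC median), OXYT on day 3 (log2 fold change -0.77, adjusted p = 0.04, lower in 6 of 6 animals than the NC median), OXYT on day 56 (log2 fold change -0.81, adjusted p = 0.00818, lower in 6 of 6 animals than the NC median), TILD on day 14 (log2 fold change -0.79, adjusted p = 0.0913, lower in 6 of 6 animals than the NC median) and TILD on day 56 (log2 fold change -0.52, adjusted p = 0.0893, lower in 6 of 6 animals than the NC median). After ComBat_seq on lane and glmLRT none of these 6 calls was left (log2 fold changes -0.35, -0.58, -0.23, -0.35, -0.48, -0.18 in the same order), and CEFT and OXYT share a lane without NC. A lane effect common to an animal's days cancels in the change from day 0 relative to NC, which passed for CEFT on day 14 (-0.67, adjusted p = 0.046) and OXYT on day 56 (-0.66, adjusted p = 0.0339) and not for CEFT on day 3 (adjusted p = 0.105), OXYT on day 3 (adjusted p = 0.391), TILD on day 14 (adjusted p = 0.242) and TILD on day 56 (adjusted p = 1).

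Keratin genes of skin and hair follicle appear in some blood libraries. KRT71 and KRT25, keratins of the hair root sheath, were 143 and 125 CPM in Enro2 on day 14, where their medians over all libraries were 0 and 0.0516. The 18 skin genes summed to over 100 CPM in 13 libraries of 12 animals, against a median of 4.23 CPM, and varied together (median pairwise rank correlation 0.4, at most 0.0557 in 1000 random lists). The 8 connective tissue genes were above 200 CPM in 3 libraries, up to 920 CPM.

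Treated groups were also compared with each other, which the paper does not do. On day 7, CEFT and ENRO differed by 4511 genes, while against NC the highest count of that day was 22. The median over 15 pairs was 0 on day 0, 3 on day 3 and 1 on day 7. Against the other 36 animals of a day, NC differed by 1084 genes on day 3, CEFT by 2612, ENRO by 2159 on day 7, TILD by 1498 on day 21 and OXYT by 1000 on day 56. These counts were not tested against other splits.

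The counts of called genes were set against other splits of the same 12 animals into groups of 6, 40 splits within a day with the real one, and the pairs of numbers are the real count and the highest other one. On day 3 the real count was above every other split for CEFT (1524 and 1), ENRO (480 and 10), FLOR (408 and 1), OXYT (441 and 3) and TILD (472 and 1). So it was for CEFT on day 14 (50 and 2) and for TILD on days 7 (22 and 1) and 14 (38 and 2). By a small margin ENRO on day 7 (3 and 2) and TILD on day 0 (3 and 1) were the highest as well. In all 10 counts were the highest, where 0.9 are expected by chance over 36 comparisons, which share the NC animals. No single 1 of them is settled by 40 splits. Chance is not excluded for CEFT on day 0 (1 and 1) or for ENRO on days 0 (1 and 2), 14 (1 and 1), 21 (1 and 5) and 56 (1 and 3). Nor is it for OXYT on day 56 (2 and 3) and TILD on days 21 (18 and 1845) and 56 (22 and 62). Where no gene was called, the highest other counts were CEFT day 7 4, CEFT day 21 1157, CEFT day 56 2, FLOR day 0 2, FLOR day 7 1, FLOR day 14 17, FLOR day 21 2, FLOR day 56 1, OXYT day 0 26, OXYT day 7 2, OXYT day 14 3, OXYT day 21 6, TULA day 0 5, TULA day 3 1, TULA day 7 3, TULA day 14 2, TULA day 21 11, TULA day 56 3. Splits that called several times the real count, with at least 100 genes (TILD day 21 1845, CEFT day 21 1157) also occurred, and their cause was not tested.

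For the change from day 0 (21 splits), the real count over all days was above every other split for 4 treatments. These were CEFT (590 and 20), ENRO (1345 and 132), OXYT (347 and 15) and FLOR (22 and 8). On single days it was so for CEFT on days 3 (328 and 2) and 14 (308 and 39), OXYT on day 56 (318 and 95) and TILD on day 14 (7 and 5). In all 8 counts were the highest, where 1.7 are expected by chance over 36 comparisons, so no single 1 of them excludes chance. Other splits called as many genes or more for CEFT day 21 (1 and 58), ENRO day 7 (2191 and 2983) and ENRO day 14 (1 and 9). The same held for FLOR on days 3 (1 and 2), 14 (1 and 275) and 21 (1 and 9), and OXYT on days 7 (1 and 30) and 14 (1 and 3). It held too for TILD day 21 (139 and 2713) and for TULA over all days (3 and 9), on day 7 (2 and 839) and on day 14 (18 and 45). Where no gene was called, the highest other counts were CEFT day 7 547, CEFT day 56 2, ENRO day 3 10, ENRO day 21 9, ENRO day 56 15, FLOR day 7 3, FLOR day 56 4, OXYT day 3 1, OXYT day 21 1, TILD all days 15, TILD day 3 2, TILD day 7 33, TILD day 56 3, TULA day 3 0, TULA day 21 2011, TULA day 56 74. Here too some splits called several times the real count (FLOR day 14 275, TILD day 21 2713, TULA day 7 839, CEFT day 7 547, TULA day 21 2011), from a cause that was not tested. For the group effect over all days (21 splits), the real count was the highest for TILD alone (1217 and 222), where 0.29 such cases are expected over 6 comparisons. Other splits called more for CEFT (222 and 239), ENRO (120 and 405), FLOR (250 and 540), OXYT (140 and 613) and TULA (159 and 447). For the day effect, with days permuted within animals (21 orders), chance can be excluded: the real and the highest other counts were all days 15444 and 163; day 3 7865 and 33; day 7 8746 and 25; day 14 12397 and 17; day 21 12696 and 62; day 56 12515 and 21.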
